# Transcriptomic response to prolonged ethanol production in the cyanobacterium *Synechocystis* sp. PCC6803

**DOI:** 10.1186/1754-6834-7-21

**Published:** 2014-02-06

**Authors:** Dennis Dienst, Jens Georg, Thomas Abts, Lew Jakorew, Ekaterina Kuchmina, Thomas Börner, Annegret Wilde, Ulf Dühring, Heike Enke, Wolfgang R Hess

**Keywords:** Biofuel, Cyanobacteria, Ethanol production, *Synechocystis*, Metabolic engineering, Synthetic biology, Transcription

## Abstract

**Background:**

The production of biofuels in photosynthetic microalgae and cyanobacteria is a promising alternative to the generation of fuels from fossil resources. To be economically competitive, producer strains need to be established that synthesize the targeted product at high yield and over a long time. Engineering cyanobacteria into forced fuel producers should considerably interfere with overall cell homeostasis, which in turn might counteract productivity and sustainability of the process. Therefore, in-depth characterization of the cellular response upon long-term production is of high interest for the targeted improvement of a desired strain.

**Results:**

The transcriptome-wide response to continuous ethanol production was examined in *Synechocystis* sp. PCC6803 using high resolution microarrays. In two independent experiments, ethanol production rates of 0.0338% (v/v) ethanol d^-1^ and 0.0303% (v/v) ethanol d^-1^ were obtained over 18 consecutive days, measuring two sets of biological triplicates in fully automated photobioreactors. Ethanol production caused a significant (~40%) delay in biomass accumulation, the development of a bleaching phenotype and a down-regulation of light harvesting capacity. However, microarray analyses performed at day 4, 7, 11 and 18 of the experiment revealed only three mRNAs with a strongly modified accumulation level throughout the course of the experiment. In addition to the overexpressed *adhA* (*slr1192*) gene, this was an approximately 4 fold reduction in *cpcB* (*sll1577*) and 3 to 6 fold increase in *rps8* (*sll1809*) mRNA levels. Much weaker modifications of expression level or modifications restricted to day 18 of the experiment were observed for genes involved in carbon assimilation (Ribulose bisphosphate carboxylase and Glutamate decarboxylase). Molecular analysis of the reduced *cpcB* levels revealed a post-transcriptional processing of the *cpcBA* operon mRNA leaving a truncated mRNA cpcA* likely not competent for translation. Moreover, western blots and zinc-enhanced bilin fluorescence blots confirmed a severe reduction in the amounts of both phycocyanin subunits, explaining the cause of the bleaching phenotype.

**Conclusions:**

Changes in gene expression upon induction of long-term ethanol production in *Synechocystis* sp. PCC6803 are highly specific. In particular, we did not observe a comprehensive stress response as might have been expected.

## Background

Cyanobacteria are considered to be important and promising resources for the production of biofuels, such as hydrogen [1], ethanol [2], isobutyraldehyde and isobutanol [3], ethylene [4], volatile isoprene hydrocarbons [5] and alkanes [6]. Several commercial companies have begun working toward the metabolic remodeling of genetically modified cyanobacteria [7]. To achieve economically feasible production rates, the following two goals need to be addressed: (i) the yield of the intended product is to be maximized, and (ii) the producer strains should be of considerable robustness to tolerate the product, which is frequently alien to their metabolism.

Indeed, genetic instability and the onset of severe stress responses have been reported. Thus far, two unicellular model strains of cyanobacteria have mainly been used in these studies, *Synechococcus* sp. PCC7942 and *Synechocystis* sp. PCC6803 (from now on *Synechocystis* 6803). A depressed growth rate and a yellow-green phenotype interpreted as severe metabolic stress was reported for an ethylene-producing strain of *Synechococcus* sp. PCC7942 [4]. A substantial and unspecific general stress response was found upon the external application of ethanol both at proteome [8], as well as transcriptome level in *Synechocystis* 6803 [9].

To be meaningful for the optimization of biofuel production from cyanobacteria, the actual response to the internal production of a metabolite should be analyzed. Here we focused on an engineered strain of *Synechocystis* 6803, which synthesizes ethanol from pyruvate by the sequential activity of overexpressed pyruvate decarboxylase (PDC) from *Zymomonas mobilis* and alcohol dehydrogenase (ADH) from *Synechocystis* 6803. Employing high-resolution microarrays we identified a remarkably focused remodeling of the transcriptome in the course of 18 days of continuous ethanol production. The response included a discoordinated operon expression between the phycocyanin *cpcB* and *cpcA* genes, fully consistent with the observed bleaching phenotype.

## Results

### Characterization of *Synechocystis* 6803 upon long-term ethanol production

Engineering cyanobacteria to produce ethanol from pyruvate is accomplished by coupled overexpression of the cytosolic enzymes PDC and ADH. The synthesized ethanol further accumulates in the growth medium, most likely as a result of diffusion from the interior of the cells [2].

Appreciable intra- or extracellular ethanol concentrations, however, appear to be a rather unlikely stress parameter in the course of cyanobacterial evolution. Therefore, examination of long-term ethanol-related stress responses requires particular care with respect to experimental design and data validation. That is to minimize the chance of detecting non-ethanol effects resulting from imbalances in, for example, nutrient availability or physical parameters (pH, temperature, oxygen) that may arise upon long-term cultivation between producer and wild type. Therefore, and for accuracy of data validation and interpretation, two identical cultivation experiments were performed, comprising the ethanol producer strain #309 (Pr) and the empty vector control strain #621 (Co), each cultivated in triplicate in photobioreactors (PBRs). Temperature, pH and oxygen saturation of the cultures were monitored computationally using Crison MultiMeter units; CO_2_ supply was automatically controlled in dependence of the pH of the medium, which was thereby kept constant within the range between 7.25 and 7.35. As cultivation was performed in 12 h/12 h day/night cycles, samples were consistently taken at the same time point in the middle of the photoperiod, to exclude phase-dependent effects. RNA from cultivation A was used for microarray hybridization, whereas cultivation B was conducted as the validation run for northern blot hybridization, and where appropriate, protein analysis. Figure 1 provides an overview of the general growth parameters, demonstrating highly aligning growth dynamics between both cultivations. The measured increase of 1.08 ± 0.017 optical density at 750 nm (OD) units d^-1^ (cultivation A)/1.06 ± 0.010 OD units d^-1^ (cultivation B) for the control and 0.65 ± 0.021 OD units d^-1^ (cultivation A)/0.66 ± 0.085 OD units d^-1^ (cultivation B) for the producer strain indicates a significant (approximately 40%) defect in biomass accumulation in the producer strain.

**Figure 1:**
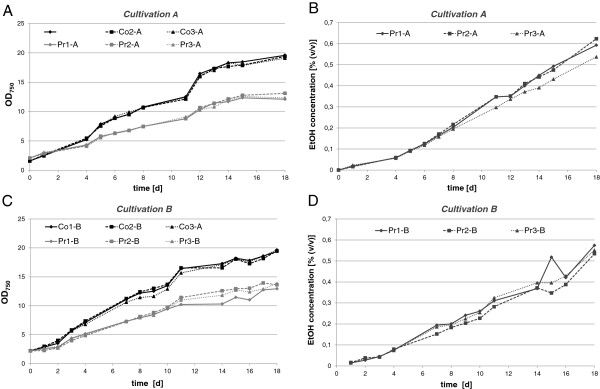
**Growth and ethanol production of an ethanologenic *Synechocystis *6803 strain (Pr) compared to the empty vector control strain (Co) over a period of 18 days in two independent cultivation experiments, A and B, and in three biological replicates each. (A)** Growth curves of triplicate cultures during cultivation A. At time points 4 d, 7 d, 11 d and 18 d, samples were taken for RNA preparation and transcriptome analysis. **(B)** Accumulation of ethanol in the producer strain (Pr) during cultivation A in three biological replicates. **(C)** Growth curves of triplicate cultures during cultivation B. At time points 14 d and 18 d, samples were taken for northern and immunoblot analysis. **(D)** Accumulation of ethanol in the Pr during cultivation B in three biological replicates. Growth during cultivation A: Co, 1.08 ± 0.017 optical density (OD) units d^-1^; Pr, 0.65 ± 0.021 OD units d^-1^. Growth during cultivation B: Co, 1.06 ± 0.010 OD units d^-1^; Pr, 0.66 ± 0.085 OD units d^-1^. Production during cultivation A: Pr, 0.0338 ± 0.002% ethanol (EtOH) d^-1^. Production during cultivation B: Pr, 0.0303 ± 0.002% EtOH d^-1^.

The OD in the controls continued to increase during the whole course of the experiment at a steady pace (Figure 1A,C). An increase in OD was also observed for the ethanol producer strain but at a slower pace, and growth started to level off after approximately 2 weeks.

The production rates were quite similar in both Pr cultivations, with rates of 0.0338 ± 0.002% (v/v) EtOH d^-1^ (266.7 mg L^-1^ d^-1^) in cultivation A and 0.0303 ± 0.002% (v/v) EtOH d^-1^ (239.1 mg L^-1^ d^-1^) in cultivation B. These productivities were comparable to recently published data on a similar *Synechocystis* 6803 system (212 mg L^-1^ d^-1^; [10]) and several orders of magnitude higher than demonstrated for the pioneering *Synechococcus* PCC 7942 system (4.3 μg L^-1^ d^-1^; [2]).

Over 18 days of cultivation, an increase in ethanol concentration from 0% (v/v) to about 0.6% (v/v) was observed in the producer strains (Figure 1B,D), corresponding to a total yield of 4.7 g/L. Despite a visible and significant bleaching phenotype of strain Pr, the chlorophyll *a* (Chl *a*) content was nearly identical between the triplicates of ethanol producer and control strain in the early stages of cultivation (Figure 2A). However, between both strains differences in Chl *a* content rose strongly with increasing cultivation time, which is likely linked to the impaired growth of strain Pr, as indicated by the Chl/OD ratio depicted in Figure 2B and suggested downregulation of light-harvesting capacity.

**Figure 2:**
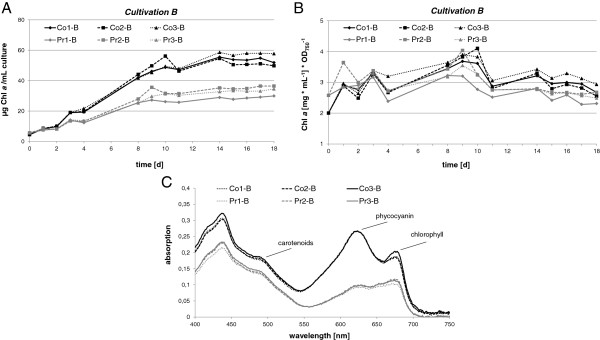
**Pigment content of ethanol producer (Pr) compared to isogenic empty vector control strain (Co) from cultivation B in three biological replicates. (A)** Chlorophyll content; **(B)** ratio between chlorophyll and optical density (OD)_750_ for each triplicate; **(C)** representative whole-cell absorption spectra at day 18 of the experiment.

These characteristics were clearly linked to the development of a bleaching phenotype.

### Microarray analysis of ethanol producer strains

Samples were taken for RNA preparation and subsequent transcriptome analysis at day 4, 7, 11 and 18 of the experiment. 

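RNA of the producer strain, which overexpresses *adhA*, and of the control strain with the empty vector was measured on 16 1-colour arrays. There were 2 replicate cultures of each strain on each of 4 days (n = 2 arrays per strain and day), and days are named here as the arrays are labelled. The value of a feature was the log2 of the scanner's background-subtracted signal minus the 75th percentile of its array, averaged over the spots of a probe and then over the probes of the feature. The strains were compared on each day with limma in a fit over all 16 arrays. The p-values were adjusted over the 8187 features that had a probe well above background on both arrays of at least 1 group. A feature was called changed at an adjusted p under 0.05, and a positive log2 FC stands for a higher level in the producer strain. Replicates and p-values measure only the spread between these samples. All 118 changed values given by name in the text had both producer arrays on one side of both control arrays. For part of them this was a condition of being named, and all had passed the test, so it is no further evidence. The producer arrays labelled day 11 had 73.4 to 83.3% of their spots well above background, against 53.3 to 59.99% on the control arrays of that label, and their 75th percentile was 2.1 times as bright. It was 2.06 times as bright on the producer arrays labelled day 18, 1.43 times at day 4 and 0.928 times at day 7. At day 4 each strain lay on a slide of its own, so strain and slide cannot be told apart on that day, whereas the slides of the other days held both strains. In data simulated for the comparison of the arrays labelled day 18, 36% of 50 features changed by a log2 FC of 0.5 were called, 80% at 1 and 100% at 2, with 7 false calls among 158. The simulated values had independent noise and no differences in brightness between arrays. In them 200 features changed, whereas 3412 were called on the arrays labelled day 18. These rates therefore need not hold for the arrays.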

Because we used a full transcriptome microarray designed on the basis of previous dRNAseq analysis [11] and the prediction of non-coding RNAs (ncRNAs) [12,13], we were able to measure the differential expression not only of mRNAs, but also of putative antisense RNAs (asRNAs) and ncRNAs in cultures continuously producing ethanol. 

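The array names 8830 features, among them 3364 mRNAs, 710 untranslated regions, 1940 antisense RNAs, 613 ncRNAs and 1875 internal sense transcripts. A further 44 are rRNAs or tRNAs and 284 belong to none of these classes. Of all features, 643 were not well above background on both arrays of any group and were not tested, and 892 probes carry a sequence that also stands under another feature. The authors' deposited values are log2 signals, quantile-normalized over the 16 arrays, with no background subtracted. The size of a change depends on the processing: with the authors' values, the log2 FC of the 118 changed named values kept a median of 60% of its size, and 68 of them were over 1.5 times smaller. The authors' values differ from those used here in the background and in the scaling, and their shares varied. For *adhA* at day 4 the log2 FC was 3.39, 3.365 with quantile normalization alone and 1.95 with the authors' values. For *cpcA* under the label day 11 it was −1.28, −0.66 and −0.59 in the same order. For the 12 transcripts of Table 1, 23 of 24 values at days 4 and 7 in the authors' deposited data lay within 0.1 of the paper's log2 FC. The deposited arrays labelled day 11 gave the paper's day 18 value within 0.1 for 12 of 12 transcripts, and those labelled day 18 gave the paper's day 11 value for 12 of 12, against 1 of 12 each when the labels were kept. No file shows which naming of the days holds. Each log2 FC is also relative to the scaling between arrays: the median over all features was −0.22 at day 4, and it moved by 0.16 with quantile normalization and by 0.20 with the authors' values. With normexp background correction it moved by −0.22 in the arrays labelled day 11 and by −0.14 in those labelled day 18. Names of genes that the paper does not name were paired with locus tags in gene lists from general knowledge, since no table in the files pairs them.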

The complete microarray dataset is accessible [GEO: GSE49552]. The transcripts exhibiting the strongest fold changes in their accumulation are summarized in Table 1. 

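Several transcripts of Table 1 lie at the gene of an iron transport protein, *futA1* (slr1295). Its internal transcript slr1295-int1 fell in the producer strain at day 4 by 1.08 on the log2 scale (SE 0.33, n = 2 per strain, adjusted p = 0.0201 from limma), and slr1295-int3 fell by 1.38 (SE 0.31, adjusted p = 0.00373). In the arrays labelled day 11 their log2 FC was −3.83 (adjusted p = 1.12e-05) and −3.75 (adjusted p = 7.2e-06), and in those labelled day 18 it was −0.46 (adjusted p = 0.282) and −0.38 (adjusted p = 0.342). The 3′ extension of the *futA1* transcript, sll1198-as1, had a log2 FC of −1.37, −1.28, −3.72 and −0.29 in the arrays labelled day 4, 7, 11 and 18 (adjusted p = 0.00336, 0.0219, 6.8e-06 and 0.454). The antisense RNA sll0477-as2 fell at day 4 (log2 FC −0.78, SE 0.15, adjusted p = 0.00177), at day 7 (−1.25, adjusted p = 0.000598) and in the arrays labelled day 11 (−3.70, adjusted p = 2.43e-08). It rose in the arrays labelled day 18 (log2 FC 1.34, adjusted p = 6.48e-05). The slr1897-5′UTR lies in the *petJ* promoter fragment used for the overexpression of *adhA*. It rose under all 4 labels, by a log2 FC of 3.02, 3.08, 4.13 and 3.55 (SE 0.17, adjusted p = 6.62e-07, 9.71e-07, 2.43e-08 and 4.35e-07). The internal transcript slr1418-int2 of *pyrD*, a gene of pyrimidine synthesis, rose at day 4 (log2 FC 1.04, SE 0.18, adjusted p = 0.000787) and in the arrays labelled day 11 (2.06, adjusted p = 9.78e-06) and fell in those labelled day 18 (−0.65, adjusted p = 0.0108). The antisense RNA slr0254-as2 rose in the arrays labelled day 11 (log2 FC 4.39, SE 0.33, adjusted p = 4.05e-06) and had a log2 FC of −0.33 in those labelled day 18 (adjusted p = 0.432). It was also called higher at day 4 (0.88, adjusted p = 0.0457), a call lost with quantile normalization, normexp background correction and the authors' values (adjusted p = 0.0507, 0.095 and 0.0532, range over the alternatives 0.0128 to 0.247), and its log2 FC at day 7 was 0.50 (adjusted p = 0.419). The calls of slr1295-int1 at day 4 and of slr1418-int2 in the arrays labelled day 18 were lost when 1 control array was left out (highest adjusted p = 0.145 and 0.0542 over all alternatives, lowest 0.00496 and 0.00193), and that of sll1198-as1 at day 7 in a fit to the arrays of the day alone (adjusted p = 0.107, range 0.01 to 0.189). The probe of slr1295-int1 shares its sequence with another feature.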

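Between the producer and the control strain, 3597 of 8187 tested features differed at day 4 (969 higher and 2628 lower, adjusted p under 0.05 from limma, n = 2 arrays per strain). At day 7 it was 650 features (407 higher, 243 lower), in the arrays labelled day 11 it was 3974 (1965 higher, 2009 lower) and in those labelled day 18 it was 3412 (1947 higher, 1465 lower). Among 3248 tested mRNAs, 1335 changed at day 4, 162 at day 7, 1499 under the label day 11 and 1105 under the label day 18. At day 7, 88 of 681 untranslated regions were higher and 16 lower, and 74 mRNAs were higher and 88 lower. Antisense RNAs showed 88 of 1630 higher and 18 lower on that day. Most changes were small: the median size of the log2 FC over all features was 0.38 at day 4, 0.18 at day 7, 0.40 under the label day 11 and 0.35 under the label day 18. Bright features were called more often, with 59.8% changed at day 4 in the brightest of 4 equal groups by signal and 35.2% in the dimmest. The fewest features changed at day 7, when the 75th percentile of the producer arrays was 0.928 times that of the control arrays. It was 1.43, 2.1 and 2.06 times on the arrays labelled day 4, 11 and 18, and a link with the counts was not tested. Which direction prevails depends on the scaling. At day 4, 300 mRNAs were higher and 1035 lower, against 767 higher and 616 lower with the authors' values and 618 higher and 620 lower with quantile normalization. Over all features, normexp background correction gave 1481 higher and 3633 lower under the label day 11 and 1584 and 2622 under the label day 18, and quantile normalization gave 2114 and 1803 under the label day 11. The count at day 7 fell to 56 features in a fit to the 4 arrays of that day alone and to 241 without producer replicate 1 of that day.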

Given the strong phenotype and the fact that 8,887 separate features (mRNAs, UTRs, asRNAs, ncRNAs, internal sense transcripts) can be detected by this microarray, a surprisingly narrow reorganization of the transcriptome was detected (Table 1).

**Table 1:** **List of transcripts exhibiting the strongest fold changes in transcript accumulation in response to ethanol production (expressed as log**_**2 **_**difference producer-control strain)**

			**(log**_**2**_**) fold change**		
**Annotation**	**Gene function**	**Day 4**	**Day 7**	**Day 11**	**Day 18**
slr1295-int1 *futA1*	Iron transport system (ferric ions)	−1.10	−1.08	−0.34	−3.13
slr1295-int3 *futA1*	Iron transport system (ferric ions)	−1.06	−1.16	−0.38	−3.09
sll1198-as1 *trmD* (3′ extension of *futA1* transcript)	tRNA (guanine-N1)-methyltransferase	−1.00	−1.01	−0.26	−2.98
sll0477-as2	Biopolymer transport ExbB-like protein	−0.43	−0.86	0.67	−2.77
sll1577 *cpcB*	Phycocyanin beta subunit	−1.97	−2.54	−2.16	−2.15
slr1192 adhA*	Alcohol dehydrogenase	1.95	1.85	1.49	1.82
NC-117	ncRNA ncl1390	0.10	0.25	0.83	1.93
slr1418-int2 *pyrD*	Dihydroorotate dehydrogenase	1.05	0.34	−0.56	2.03
NC-184	ncRNA ncl1740	0.22	0.12	−0.25	2.06
sll1809 *rps8*	Ribosomal protein S8	1.46	1.81	1.44	2.59
slr0254-as2	Hypothetical protein	0.45	0.31	−0.22	2.72
slr1897-5′UTR srrA**	Periplasmic sugar-binding protein of ABC transporter	2.28	1.90	2.58	3.29

The list is ordered according to fold change at day 18, with transcripts repressed in the upper part and those induced during ethanol production in the lower part. For comparison, values from all four time points are shown but only three mRNAs (*cpcB, adhA* and *rps8*) exhibited strong fold changes throughout the course of the experiment. int, gene internal transcript; as, detected transcript is in antisense orientation to mentioned gene. *Overexpressed in producer strain; **part of *petJ* promoter fragment used for overexpression of *adhA*.

When applying a log_2_ fold-change limit of 0.9 across all time points, a total of 31 mRNAs showed differential accumulation between the producer and control strain. Among them, 17 were negatively affected by ethanol production, whereas 14 mRNAs were positively regulated. 

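At a log2 FC of at least 0.9 in size and an adjusted p under 0.05 from limma, 472 of 3248 mRNAs changed under at least 1 of the 4 day labels. They were 146 mRNAs at day 4, 33 at day 7, 269 under the label day 11 and 175 under the label day 18. The small open reading frame ssl3142 rose at day 4 (log2 FC 1.67, SE 0.25, n = 2 per strain, adjusted p = 0.000366). The plastocyanin gene *petE* (sll0199), which encodes a copper-containing electron carrier, rose at day 7 (log2 FC 1.14, SE 0.15, adjusted p = 0.000957) and in the arrays labelled day 18 (1.10, adjusted p = 0.000176). Its log2 FC was 0.32 at day 4 (adjusted p = 0.0942) and 0.55 in the arrays labelled day 11 (adjusted p = 0.00955). At day 4 it was called higher with normexp background correction and with the authors' values (adjusted p = 0.0214 and 0.0238). The gene *gifB* (sll1515), which encodes an inactivating factor of glutamine synthetase, rose at day 7 by a log2 FC of 1.00 (SE 0.15, adjusted p = 0.00244). The open reading frame sll1504 rose in the arrays labelled day 18 by a log2 FC of 2.22 (SE 0.21, adjusted p = 2.47e-05), and by 0.66 with the authors' values. The count of 472 became 31 with the authors' values, 168 with normexp background correction and 710 with the median of the probes of a gene. The call of *gifB* was lost in a fit to the arrays of day 7 alone (adjusted p = 0.0562, and 0.00125 to 0.0562 over all alternatives), and that of *petE* under the label day 11 with normexp background correction (adjusted p = 0.0863, range 0.00282 to 0.107).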

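Of these mRNAs, 248 were lower and 228 higher in the producer strain, 4 of them in both directions under different labels. The gene *pstS2* (slr1247), which encodes a phosphate-binding protein, fell at day 4 by 2.22 (SE 0.17, n = 2 per strain, adjusted p = 6.37e-06 from limma) and at day 7 by 2.24 on the log2 scale (adjusted p = 1.84e-05). At day 7, sll1552 fell by 1.98 (SE 0.17, adjusted p = 4.53e-05). The gene *petJ* (sll1796), which encodes cytochrome c6 and whose promoter drives *adhA* in the producer strain, fell under all 4 labels. Its log2 FC was −1.20, −0.91, −0.99 and −0.97 in the arrays labelled day 4, 7, 11 and 18 (SE 0.097, adjusted p = 7.99e-06, 0.000257, 2.19e-05 and 3.35e-05). On the arrays labelled day 18, the nitrite reductase gene *nirA* (slr0898) fell by 1.61 (SE 0.13, adjusted p = 8.56e-06) and sll1898 by 1.46 (SE 0.11, adjusted p = 8.33e-06). The values of *pstS2* depend on the background: its log2 FC at days 4 and 7 was −2.047 and −2.245 with quantile normalization alone. It was −1.28 and −1.23 with normexp background correction, and −0.56 and −0.68 with the authors' values. The call of *petJ* at day 7 was lost in a fit to the arrays of that day alone (adjusted p = 0.0503, range 1.87e-05 to 0.0503), and the authors' values gave 13 mRNAs higher and 18 lower at the same limit.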

A considerable subset of regulated genes appears to be related to the ribosomes and photosynthesis. 

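Most genes of both photosystems and of the phycobilisome were lower at day 4 and in the arrays labelled day 11, though none of the lists passed with an estimated correlation between genes. Of 12 photosystem I genes, 10 fell at day 4 (10 when adjusted over the list alone, none rose, median log2 FC −0.71). Among them were *psaE* (ssr2831; log2 FC −1.17, SE 0.096, n = 2 per strain, adjusted p = 9.1e-06 from limma) and *psaI* (smr0004; −1.09, SE 0.11, adjusted p = 3.18e-05). For the label day 11, 12 of 12 fell (12 adjusted over the list alone, median −0.79). Of 25 photosystem II genes, 21 fell at day 4 (21 adjusted over the list alone), with *psbL* (smr0007) at −1.08 (adjusted p = 3.18e-05) and *psbZ* (sll1281) at −0.94 (adjusted p = 3.1e-05). With the label day 11, 19 fell and 1 rose (19 and 1 adjusted over the list alone), with *psbD2* (slr0927), which encodes the reaction centre protein D2, at −1.19 (adjusted p = 2.07e-05). Under the label day 18, 10 fell and 2 rose (10 and 2 adjusted over the list alone), with *psbD2* at −0.90 (adjusted p = 0.000137) and the assembly factor gene *psb28* (sll1398) at 1.10 (adjusted p = 0.000151). Of 15 phycobilisome genes, 12 fell at day 4 (12 adjusted over the list alone) and 11 under the label day 11 (12 adjusted over the list alone). The linker gene *cpcG2* (sll1471) fell by 1.51 at day 4 (adjusted p = 7.47e-05) and the allophycocyanin gene *apcB* (slr1986) by 0.81 under the label day 11 (adjusted p = 0.000139).
Of 34 ribosomal protein genes outside the operon that begins with *rpl3*, 31 fell at day 4 (31 adjusted over the list alone, median log2 FC −0.66), with *rps4* (slr0469) at −1.04 (SE 0.10, adjusted p = 2.61e-05). At day 7, 3 of them rose (4 adjusted over the list alone), with *rpl12* (sll1746) at 0.87 (SE 0.11, adjusted p = 0.000643) and *rpl10* (sll1745) at 0.77 (SE 0.12, adjusted p = 0.00235). Under the label day 11, 9 were lower and 4 higher (8 and 4 adjusted over the list alone, median −0.09). Under the label day 18, 2 were lower and 8 higher (1 and 8 adjusted over the list alone, median 0.083). The broad fall was thus seen at day 4 alone, when strain and slide cannot be told apart. All lists were set against the other features with camera at a preset correlation between genes. Of the 8187 tested features 4939 were not mRNAs. Their median log2 FC under the 4 labels was −0.234, 0.0656, 0.108 and 0.129, against −0.196, −0.0156, −0.1 and −0.115 for mRNAs. Lists of mRNAs were thus set mostly against features of other kinds, which lay higher except at day 4. The adjusted p was 0.00107 and 9.36e-06 for photosystem I at day 4 and under the label day 11, and 1.92e-05, 4.47e-05 and 0.00613 for photosystem II at day 4 and under the labels day 11 and day 18. It was 0.000914 and 0.000115 for the phycobilisome at day 4 and under the label day 11, and 2.01e-07 and 0.00319 for the other ribosomal proteins at days 4 and 7. With an estimated correlation in place of the preset one, none of these lists passed: adjusted p = 0.247 and 0.203 for photosystem I, 0.386, 0.386 and 0.497 for photosystem II, 0.386 and 0.354 for the phycobilisome, and 0.354 and 0.497 for the other ribosomal proteins. Over all 24 lists, 33 of 96 tests passed with the preset correlation, and phosphate uptake at day 7 alone passed with an estimated one. Quantile normalization ended the call of photosystem I at day 4 (adjusted p = 0.169, range over the alternatives 0.000837 to 0.247) and of photosystem II under the label day 11 (adjusted p = 0.095, range 0.000114 to 0.386), and that of photosystem II under the label day 18 held only with a block for the replicate number (0.00873 to 0.497). The calls of *rpl12* and *rpl10* were lost in a fit to the arrays of day 7 alone (adjusted p = 0.0575 and 0.0716, lowest 0.00027 and 0.00106). The medians of these lists shrank with quantile normalization, for photosystem I to −0.29 at day 4 and −0.41 under the label day 11 and for photosystem II to −0.21 at day 4. That of the other ribosomal proteins under the label day 11 did not, at −0.11. On the days given the medians kept their sign with quantile normalization, with normexp background correction and with the authors' values. Bright mRNAs outside the 3 photosynthesis lists fell as well: 12 such mRNAs, matched in signal to the rRNAs and tRNAs, had a median log2 FC of −0.53 at day 4 (10 lower) and −0.75 under the label day 11 (11 lower), a comparison made after the values were seen.

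**Figure D1:**
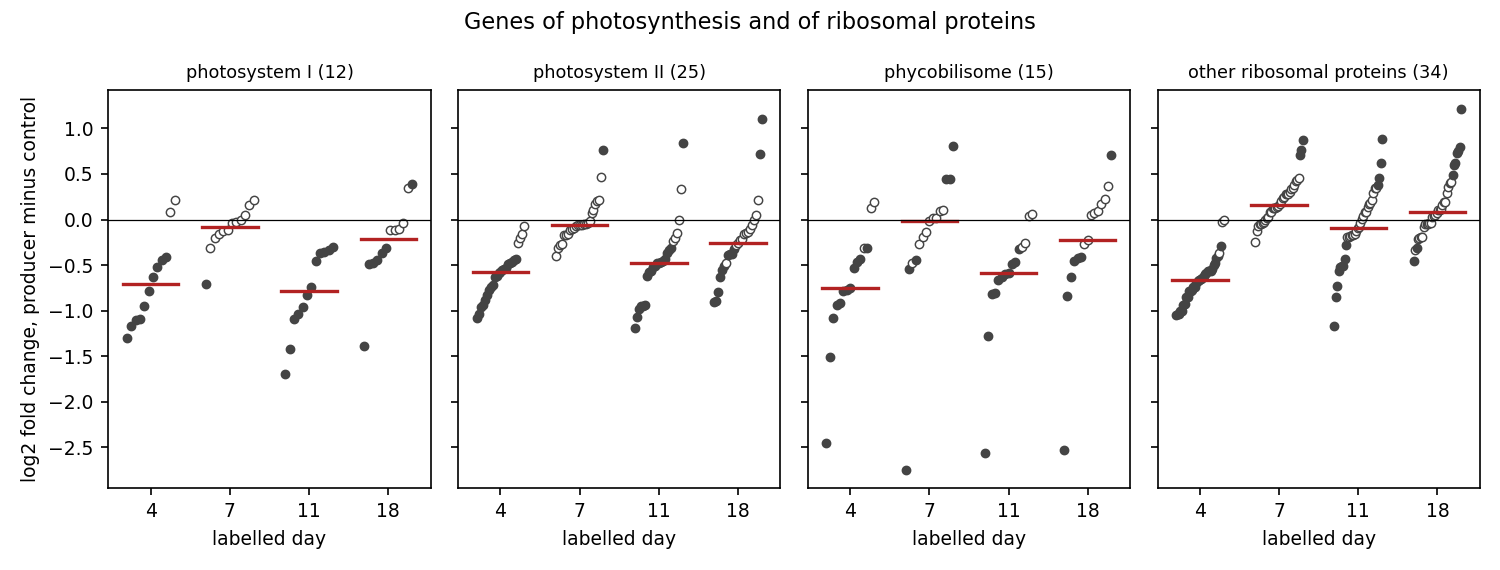
Log2 FC of the producer against the control strain for each gene of photosystem I (12 genes), photosystem II (25), the phycobilisome (15) and the ribosomal proteins outside the operon that begins with *rpl3* (34), by the day on the array label; filled points passed the test, open points did not, and the red line is the median.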

The Venn diagram in Figure 3 indicates only very few overlaps of regulated mRNAs between the four examined time points, whereas the most numerous and the strongest differences were observed at the late cultivation phase, particularly at day 18. However, three mRNAs (*adhA*, *rps8* and *cpcB*) showed significantly altered levels at all time points, further exhibiting the strongest changes among all mRNAs. Furthermore, the transcript encoding a further ribosomal subunit, *rpl28*, exhibited significantly enhanced levels in the producer compared to the wild type (WT) in the progressed (day 11; log_2_ fold change (FC) + 1.14) to late (day 18; log_2_ FC + 1.19) cultivation phase. Moreover, the mRNA levels for photosystem I subunit PsaC were significantly decreased at day 11 and day 18 in the producer (log_2_ FC −0.92 and −1.15, respectively).

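With a log2 FC of at least 0.7 in size and an adjusted p under 0.05 from limma, 747 mRNAs changed under 1 of the 4 labels, 219 under 2, 43 under 3 and 17 under all 4. Under day 4 alone there were 298 mRNAs, under day 7 alone 6, under the label day 11 alone 311 and under the label day 18 alone 132. The labels day 11 and day 18 and no other shared 126. Over all features, 2238 changed in the same direction and 55 in opposite directions under the labels day 11 and day 18. Between day 4 and the label day 18 it was 833 in the same and 701 in opposite directions. The difference between the strains itself depended on the day for 4293 of 8187 features, 1442 of them mRNAs (limma test over the 4 days, n = 2 arrays per strain and day). The arrays labelled day 7, 11 and 18 lay on 1 slide per label, each with a scan date of its own. A dependence on the day thus cannot be told apart from one on the slide. The labels day 11 and day 18 differed for 460 features, 217 with a higher and 243 with a lower log2 FC under the label day 11. The ribosomal protein gene *rpl3* (sll1799) was among them, with a log2 FC higher by 1.80 under the label day 11 (adjusted p = 0.000193). For *psaC*, which encodes the iron-sulphur subunit of photosystem I, the difference was −0.31 (adjusted p = 0.214) and for *petJ* it was −0.018 (adjusted p = 0.953). Without day 4, on which strain and slide cannot be told apart, the day mattered for 1659 features. From days 4 and 7 alone, whose labels match Table 1, it mattered for 1375, an alternative chosen after the data were seen.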

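The alcohol dehydrogenase gene *adhA* (slr1192) rose in the producer strain by a log2 FC of 3.39 at day 4 (SE 0.11, n = 2 per strain, adjusted p = 6.28e-09 from limma) and 2.85 at day 7 (adjusted p = 2.35e-08). The phycocyanin gene *cpcB* (sll1577) fell by 2.45 at day 4 (SE 0.13, adjusted p = 5.05e-07) and by 2.74 at day 7 (adjusted p = 2e-07). Over the culture means of the 4 days, the log2 FC was 2.79 for *adhA* and −2.57 for *cpcB* (adjusted p = 1.56e-05 and 1.59e-05). The authors' values gave a log2 FC of 1.95 and 1.85 for *adhA* at days 4 and 7. Under all 4 labels, 17 mRNAs passed a log2 FC of 0.7. Apart from those that the paper gives, 2 were higher (ssl3142 and sll0327) and 12 lower, among them *psaC*, *petJ*, the nitrate transport genes *nrtA*, *nrtB* and *nrtD*, *nirA* and the phosphate transport genes *pstC2* and *pstA2*. The authors' values left 3 mRNAs in all, and 9 passed with normexp background correction or in fits to the arrays of each day alone.

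**Figure D2:**
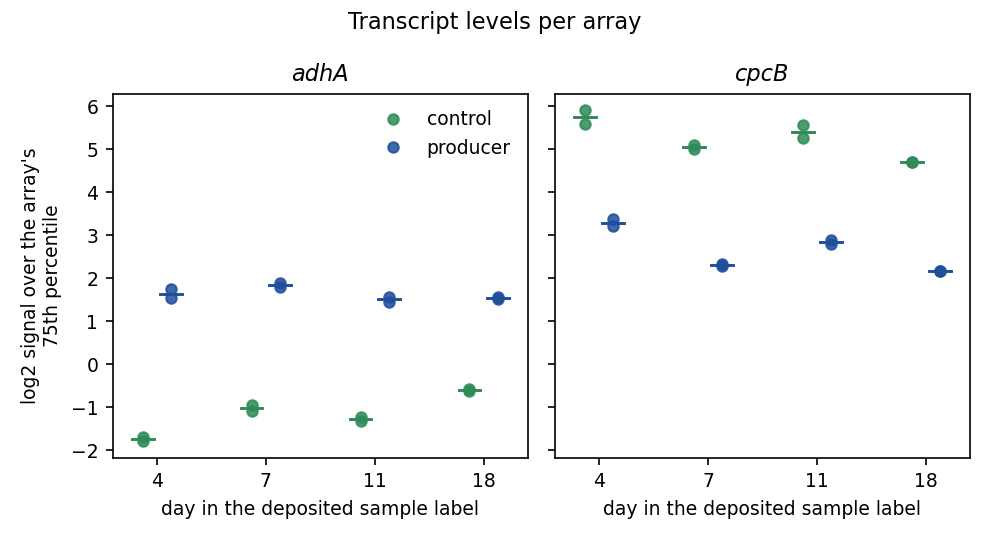
Level of *adhA* and *cpcB* (log2 signal relative to the 75th percentile of the array) on each of the 16 arrays by labelled day, with the control strain in green and the producer strain in blue and bars at the means of n = 2 arrays. In each panel both producer arrays lie on one side of both control arrays on every day.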

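The gene *rpl28* (ssr1604) encodes a protein of the large ribosomal subunit. It was lower in the producer strain under the label day 11, by a log2 FC of −1.17 (SE 0.12, n = 2 per strain, adjusted p = 2.27e-05 from limma). Its level there was 1.73 ± 0.034 in the producer and 2.90 ± 0.078 in the control (log2 relative to the 75th percentile, SD, n = 2). On the arrays labelled day 18 the log2 FC was −0.31 (SE 0.12, adjusted p = 0.0469). It fell by 1.03 at day 4 (adjusted p = 5.8e-05), and the log2 FC at day 7 was −0.048 (adjusted p = 0.851). The direction was the same in every alternative under the labels day 4, 11 and 18. The call under the label day 18 was lost with no filter on dim features, with the median of the probes, with a block for the replicate number and when 10 of the 16 arrays were each left out (range over the alternatives 0.0127 to 0.177).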

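The mRNA of *psaC* (ssl0563) fell in the producer strain by 1.70 on the log2 scale in the arrays labelled day 11 (SE 0.10, n = 2 per strain, adjusted p = 6.99e-07 from limma). It fell by 1.39 in those labelled day 18 (adjusted p = 6.54e-06). Its level in the arrays labelled day 18 was 4.06 ± 0.066 in the producer and 5.45 ± 0.016 in the control strain (log2 relative to the 75th percentile, SD, n = 2). It was already lower at day 4, by a log2 FC of −1.30 (adjusted p = 6.93e-06), and at day 7, by −0.71 (adjusted p = 0.00183). The authors' values gave a log2 FC of −1.15 under the label day 11 and −0.92 under the label day 18. In a fit to the arrays of day 7 alone the call of that day was lost (adjusted p = 0.0638, range over the alternatives 0.000735 to 0.0638).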

**Figure 3:**
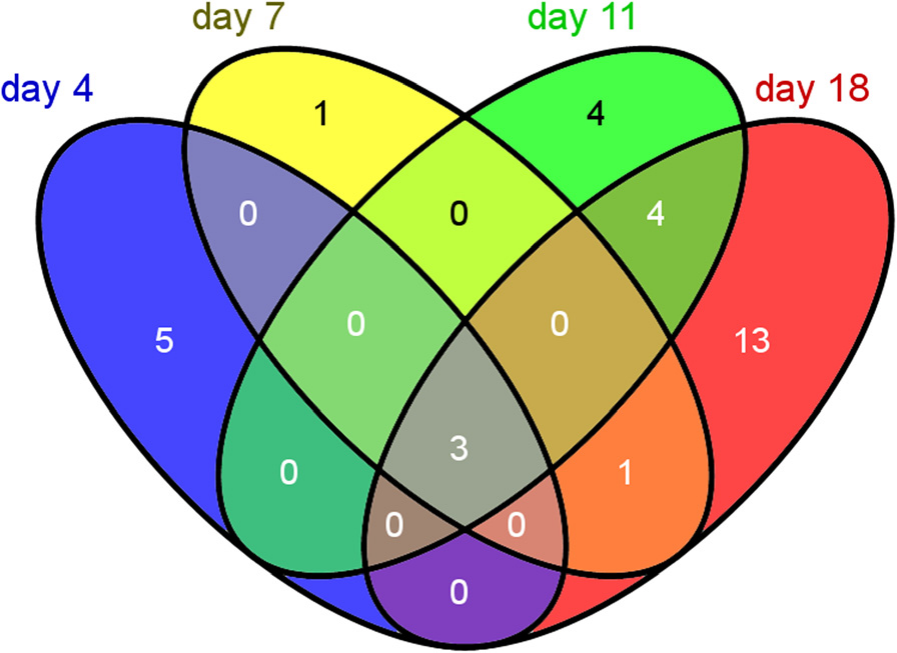
**Overlaps between significantly regulated (log**_**2 **_**fold change >0.7 between control and producer strain) mRNAs between the four time points.** The numbers of mRNAs are indicated. Only the transcripts of *adhA, rps8* and *cpcB* (center) showed significantly altered levels at all time points. Further details are listed in Table 1. The complete set of microarray data is presented in Additional file 1.

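In the arrays labelled day 18, 66 features differed at least 4-fold between the strains at an adjusted p under 0.05 from limma, 61 of them higher and 5 lower in the producer strain (n = 2 per strain). They were 18 untranslated regions, 17 internal transcripts, 11 antisense RNAs, 10 ncRNAs, 8 mRNAs and 2 others. The antisense RNA slr0836-as2 was at least 4.41-fold higher in the producer strain, since its signal was not well above background on either control array; its log2 FC was 1.09 with normexp background correction and 0.69 with the authors' values. The sll0178-5′UTR rose by a log2 FC of 2.94 (SE 0.23, adjusted p = 8.34e-06), with 1 of 2 control arrays well above background. The ncRNA NC-431, whose probe shares its sequence with another feature, fell by 2.55 (SE 0.19, adjusted p = 7.12e-06). For the label day 11, 79 features differed at least 4-fold, 64 higher and 15 lower. The count under the label day 18 was 17 for features well above background on all 16 arrays, 4 with normexp background correction and 2 with the authors' values. The authors' values gave 10 features under the label day 11, 5 higher and 5 lower.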

At day 18, when the strongest differences were observed between producer and control strains, only ten features exhibited an at least four-fold change in transcript accumulation (Table 1). Among the most strongly induced genes compared to WT were *rps8* (*sll1809*), encoding the ribosomal protein S8 with a log_2_ FC of +2.59 at day 18 (Figure 4), compared to a value of +1.82 for the *adhA* (*slr1192*) gene, which encodes the ADH [14] that was used here for overexpression. 

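For *adhA* the log2 FC was 2.14 in the arrays labelled day 18 (SE 0.11, n = 2 per strain, adjusted p = 4.35e-07 from limma) and 2.78 in those labelled day 11 (adjusted p = 2.1e-08). The change under the label day 11 exceeded that under the label day 18 by 0.64 (adjusted p = 0.0317). Both changes were smaller with the authors' values, 1.48 under the label day 18 and 1.83 under the label day 11.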

Among the most strongly repressed genes compared to the WT were *cpcB* (*sll1577*), encoding the phycocyanin beta subunit of the phycobilisome with a log_2_ FC of −2.15 (Figure 4) and *futA2* (*idiA*, *slr0513*), encoding the iron transport system substrate-binding protein with a log_2_ FC of −1.61. 

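The mRNA of *cpcB* fell by 2.53 on the log2 scale in the arrays labelled day 18 (SE 0.13, adjusted p = 4.85e-07 from limma). Its level was 2.17 ± 0.0079 in the producer and 4.69 ± 0.00021 in the control strain (log2 relative to the 75th percentile, SD, n = 2). With the label day 11 it fell by 2.56 (adjusted p = 1.81e-07), and a difference in its log2 FC over the 4 labels was not detectable (adjusted p = 0.516). The iron transport gene *futA2* (slr0513) differed between these labels. Under the label day 18 its log2 FC was −0.37 (SE 0.16, adjusted p = 0.0828), with −3.15 ± 0.11 in the producer and −2.78 ± 0.056 in the control strain. It fell by 3.86 in the arrays labelled day 11 (adjusted p = 2.43e-08), where the control strain stood at 0.39 ± 0.41 and the producer strain at −3.47 ± 0.079. The difference of −3.49 between the labels passed the test (adjusted p = 9.01e-06). The authors' values gave a log2 FC for *futA2* of −1.61 under the label day 11 and −0.12 under the label day 18. On the arrays labelled day 18 it passed with normexp background correction, in a fit to the arrays of that label alone (adjusted p = 0.0396) and without either control array labelled day 11 (adjusted p = 0.0203, range over the alternatives 0.013 to 0.324).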

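The ncRNA NC-184 (ncl1740) rose in the arrays labelled day 11 by a log2 FC of 3.32 (SE 0.18, n = 2 per strain, adjusted p = 3.06e-07 from limma). For the label day 18 it fell by 0.54 (adjusted p = 0.0325), and the difference of 3.85 between the labels passed the test (adjusted p = 9.01e-06). Its log2 FC was 0.51 at day 4 (adjusted p = 0.0371) and 0.27 at day 7 (adjusted p = 0.431). The ncRNA NC-117 (ncl1390) rose by a log2 FC of 2.18 in the arrays labelled day 11 (adjusted p = 0.00324), and its log2 FC was 0.93 in those labelled day 18 (adjusted p = 0.146). The producer arrays of NC-117 lay far apart at day 4 (−0.92 ± 1.62, SD, n = 2), which widened its error on every day: without either of them the adjusted p under the label day 18 was 0.000216 (range over the alternatives 0.000216 to 0.308). The call of NC-184 under the label day 18 was lost with the authors' values (log2 FC −0.24, adjusted p = 0.101, range over the alternatives 0.00749 to 0.142) and without any 1 of the 4 arrays of that label. Its call at day 4 was lost with normexp background correction, with the authors' values, in a fit to the arrays of that day alone and without control replicate 1 (adjusted p = 0.201, 0.154, 0.0679 and 0.242). At day 4 the log2 FC of NC-117 was −0.62 (adjusted p = 0.312), and it was 0.52 without producer replicate 1.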

Interestingly, there were several disparately regulated ncRNAs, for instance *ncl1740* (NC-184) and *ncl1390* (NC-117) with a log_2_ FC of +2.06 and +1.92, respectively. 

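The ncRNA NC-181 (ncl1600) stood at 4.37 ± 0.24 in the producer strain and 6.51 ± 0.34 in the control strain in the arrays labelled day 11 (log2 relative to the 75th percentile, SD, n = 2). It fell there by 2.14 on the log2 scale (SE 0.17, adjusted p = 5.66e-06 from limma). With the label day 18 the log2 FC was 0.15 (adjusted p = 0.487), and the difference of −2.29 between the labels passed the test (adjusted p = 0.000297). Its log2 FC was −0.61 at day 4 (adjusted p = 0.0121) and −0.35 at day 7 (adjusted p = 0.249). The call at day 4 was lost with quantile normalization (log2 FC −0.013) and the sign turned with the authors' values (0.087, adjusted p = 0.664, range over the alternatives 0.0058 to 0.956). The authors' values gave a log2 FC of −1.44 under the label day 11 and 0.44 under the label day 18 (adjusted p = 0.0341, range 0.0341 to 0.833).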

Among the ncRNAs accumulating at day 18 to a higher level in the control was *ncl1600* (NC-181) with a log_2_ FC of −1.43. The exact function of none of these ncRNAs is known, but we noticed previously that *ncl1600* (NC-181) is the top most-induced ncRNA under iron limitation [15]. Therefore, transcripts such as NC-181 and *futA2* rather indicate a beginning iron limitation in the control rather than a specific response in the producer strains. 

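Iron genes were lower in the producer than in the control strain in the arrays labelled day 11. Of 14 on a list for iron acquisition and iron limitation, 11 were lower and 1 higher (12 lower and 1 higher adjusted over the list alone, median log2 FC −1.13). The *futC* gene (sll1878), which encodes the ATPase subunit of the same ferric iron transporter as *futA2*, fell by 1.84 (SE 0.098, n = 2 per strain, adjusted p = 2.7e-07 from limma). The mRNA of *futA1* fell by 1.24 (SE 0.10, adjusted p = 8.96e-06). The ferrous iron transport gene *feoB* (slr1392) fell by 1.59 (SE 0.16, adjusted p = 2.64e-05) and *exbB* (sll1404), a gene of TonB-dependent uptake, by 2.15 (SE 0.26, adjusted p = 7.78e-05), the latter with 1 of 2 producer arrays well above background. Under the label day 18, 2 of 14 were lower and none higher (1 adjusted over the list alone), and at day 7, 2 were lower and 1 higher (3 and 1 adjusted over the list alone). At day 4, 4 were lower and 2 higher (4 and 2 adjusted over the list alone). The gene *futA2* fell by 0.68 at day 4 (SE 0.16, adjusted p = 0.00556) and by 1.12 at day 7 (adjusted p = 0.00171). Its level under the labels day 4, 7, 11 and 18 was −1.81, −1.14, 0.39 and −2.78 in the control strain. In the producer strain it was −2.49, −2.26, −3.47 and −3.15. Under the label day 11 the control level was thus highest and the producer level lowest, and the control level varied more between labels. Arrays of different labels lay on different slides. Against the other features, camera gave an adjusted p of 1.92e-05 for the list under the label day 11, 0.0156 at day 7, 0.262 under the label day 18 and 0.998 at day 4. The adjusted p was 0.239 under the label day 11 and 0.386 at day 7 with an estimated correlation, and the call at day 7 was also lost with the authors' values (adjusted p = 0.052). With the authors' values the log2 FC of *feoB* was −0.38 and that of *exbB* −0.50, and the call of *futA2* at day 4 was lost (log2 FC −0.042, adjusted p = 0.737, range over the alternatives 0.000964 to 0.737).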

Another set of genes repressed in the producer strain encode subunits of photosystem I, *psaC* and *psaK1* with a log_2_ FC up to −1.15 at day 18.

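The *psaK1* gene (ssr0390), which encodes a peripheral subunit of photosystem I, fell in the arrays labelled day 18 by a log2 FC of −0.47 (SE 0.091, n = 2 per strain, adjusted p = 0.0016 from limma). On the arrays labelled day 11 it fell by 1.41 (adjusted p = 1.27e-06), and the difference of −0.94 between these labels passed the test (adjusted p = 0.00221). It fell by 0.95 at day 4 (adjusted p = 2.2e-05), and its log2 FC was −0.31 at day 7 (adjusted p = 0.0604). At day 7 it was called lower with quantile normalization, normexp background correction and the authors' values (adjusted p = 0.0494, 0.0231 and 0.00203). Of 12 photosystem I genes, 6 fell and 1 rose in the arrays labelled day 18 (6 and 1 adjusted over the list alone, median log2 FC −0.21). At day 7, 1 fell and none rose (2 fell adjusted over the list alone). For this list camera gave an adjusted p of 0.0365 under the label day 18 and 0.0755 at day 7. The call under the label day 18 held in none of the alternatives (adjusted p = 0.386 with an estimated correlation and 0.0636 to 0.423 over all of them).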

**Figure 4:**
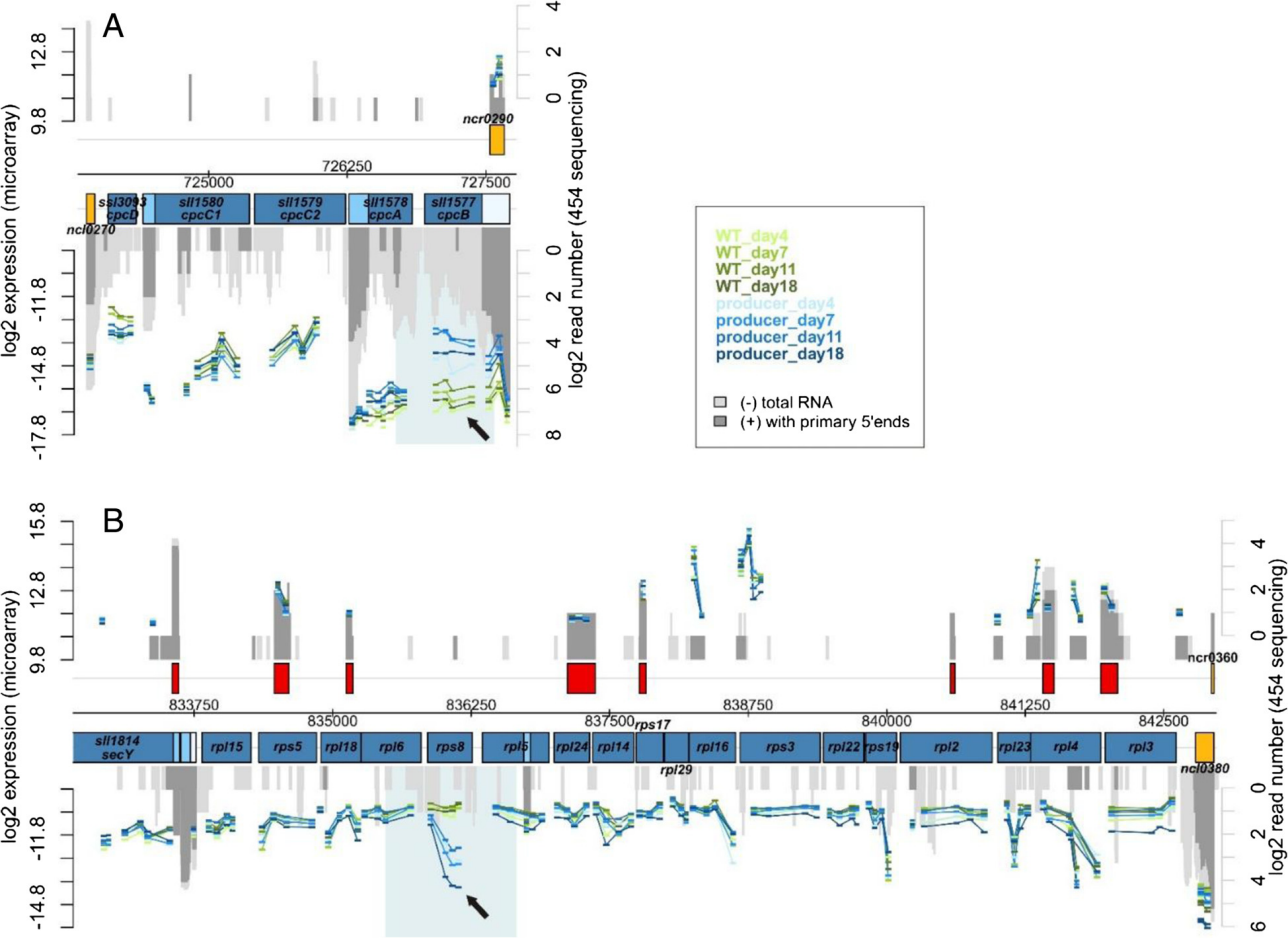
**Detail of gene expression analysis (microarrays) in *Synechocystis *6803 producer and isogenic control strains (wild type) 4 days (time point t1), 7 days (t2), 11 days (t3) and 18 days (t4) after start of the experiment. (A)** The genome section containing the phycocyanin operon *cpcBAC2C1D* is shown. The location of annotated genes is indicated by the blue boxes. The numbers of RNAseq reads from previous transcriptome analyses under standard conditions [11] are plotted for comparison (dark grey, primary reads; light grey, secondary reads). The normalized log_2_ expression values obtained by microarray analyses (normalized expression of biological duplicates A1 and A2 in two technical duplicates each) are plotted for each probe as bars in blue (producer A1 and A2, with increasing colour intensity from t_o_ to t_4_) or green (control incubation, with increasing colour intensity from t_o_ to t_4_). The scale for the microarray data is given at the left y-axis. Under ethanol biosynthesis conditions, *cpcB*– related transcripts decrease in abundance (black arrow). **(B)** Genome section containing the ribosomal protein operon (genes *rpl3-4-23-2-rps19-rpl22-rps3-rpl16-29-rps17-rpl14-24-5-rps8-rpl6-18-rps5-rpl15*). Under ethanol biosynthesis conditions, *rps8*–related transcripts increase as indicated by the arrow. WT, wild type.

An overview on the most strongly responding transcripts has been compiled in Table 1. The complete set of microarray data is visualized in Additional file 1 and can be downloaded from the database [GEO: GSE49552].

### Ethanol production induces discoordinated expression of the *cpcBA* operon

The expression of phycobiliprotein genes in cyanobacteria is well investigated. Transcription of the *cpcBAC2C1D* operon in *Synechocystis* 6803 starts from a single major transcriptional start site (TSS) at position −253 with regard to the start codon of *cpcB*[11]. However, the mRNA accumulation level of *cpcBA*, the first two genes in the operon, was clearly higher in the wild type than for *cpcC2C1D*, suggesting possible regulation by imperfect termination of transcription 3′ to *cpcA* (Figure 4A). Under ethanol-producing conditions specific downregulation of *cpcB* but not *cpcA* occurred as revealed by the microarray results shown in Figure 4. Also the remaining operon appeared to be transcribed in a rather unchanged way. 

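Both genes fell in the producer strain, *cpcB* by far more than *cpcA*. The mRNA of *cpcA* (sll1578), which encodes the phycocyanin alpha subunit, had a log2 FC of −1.08 at day 4, −0.54 at day 7, −1.28 under the label day 11 and −0.63 under the label day 18 (SE 0.10, n = 2 per strain, adjusted p = 1.75e-05, 0.00668, 5.66e-06 and 0.000457 from limma). The 4 probes of *cpcA* ranged from −1.15 to −0.99 at day 4 and from −0.84 to −0.31 under the label day 18. Those of *cpcB* ranged from −2.62 to −2.29 at day 4 and from −2.71 to −2.38 under the label day 18. Within each array, *cpcB* minus *cpcA* was lower in the producer strain by 1.37 at day 4, 2.20 at day 7, 1.28 under the label day 11 and 1.89 under the label day 18. The mean difference was −1.69 (exact two-sided permutation test within days, p = 0.00154, the smallest of 1296 arrangements). That test takes the arrays of the 4 days as separate units; with the 4 cultures as the units there are 6 arrangements, and the p is 0.333, the smallest possible. On the 8 producer arrays the highest value was −1.45 and on the 8 control arrays the lowest was −0.51. Such a ratio shows unequal change, not that either gene stayed constant. The call of *cpcA* under the label day 18 was lost with quantile normalization (log2 FC −0.27, adjusted p = 0.0683, range over the alternatives 0.000198 to 0.0683), and its call at day 7 in a fit to the arrays of that day alone (adjusted p = 0.102, range 0.00312 to 0.102). Its log2 FC with the authors' values was −0.62, −0.48, −0.59 and −0.25 under the 4 labels. Bright mRNAs outside the 3 photosynthesis lists were lower as well. The 12 of them matched in signal to the rRNAs and tRNAs had a median log2 FC of −0.53, −0.098, −0.75 and −0.28 under the 4 labels. That comparison was made after the values were seen. How much of the fall of *cpcA* is particular to this gene was not tested.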

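The genes downstream of *cpcA* encode phycobilisome rod linkers. The linker gene *cpcC1* (sll1580) fell at day 4 (log2 FC −0.44, SE 0.10, n = 2 per strain, adjusted p = 0.00476 from limma) and under the label day 11 (−0.63, adjusted p = 0.000451), and rose at day 7 (0.44, adjusted p = 0.0203). For the label day 18 its log2 FC was 0.22 (adjusted p = 0.0994). There it was called higher with normexp background correction (0.34, adjusted p = 0.00783) and with the authors' values (0.32, adjusted p = 0.011). The neighbouring linker gene *cpcC2* (sll1579) fell under the label day 11 (−0.49, SE 0.12, adjusted p = 0.00494), and its log2 FC was −0.31 at day 4 (adjusted p = 0.0474), 0.44 at day 7 (adjusted p = 0.0395) and 0.17 under the label day 18 (adjusted p = 0.258). The *cpcD* gene (ssl3093), which encodes the capping linker of the rods, rose at day 7 (0.80, SE 0.11, adjusted p = 0.00104) and under the label day 18 (0.71, adjusted p = 0.000326). Its log2 FC was 0.19 at day 4 (adjusted p = 0.167) and 0.061 under the label day 11 (adjusted p = 0.657). The calls of *cpcC2* at days 4 and 7 were lost with quantile normalization, normexp background correction and the authors' values (highest adjusted p = 0.891 and 0.183 over all alternatives, lowest 0.000966 and 0.0115), as was that of *cpcC1* at day 4 with quantile normalization (adjusted p = 0.498, range 0.00194 to 0.498). In a fit to the arrays of day 7 alone the calls of *cpcC1* and *cpcD* on that day were lost (adjusted p = 0.138 and 0.0579, lowest 0.00515 and 0.000452), as was that of *cpcC2* under the label day 11 with normexp background correction (adjusted p = 0.0536, lowest 0.00132). A probe of *cpcC1* shares its sequence with another feature.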

As transcription of this operon occurs from a TSS-mapped upstream of *cpcB*, it appeared puzzling how the mRNA for this gene could decrease, whereas the mRNA levels of the genes located downstream of *cpcB* in this operon remained stable. The search for an additional TSS upstream of *cpcA*, possibly linked to a cryptic promoter activated under ethanol-producing conditions was not successful. However, the analysis of transcript accumulation by northern blot analysis using a *cpcA*-specific probe not only verified the microarray data but also demonstrated the accumulation of a monocistronic *cpcA*-specific mRNA (cpcA*) not observed before (Figure 5).

**Figure 5:**
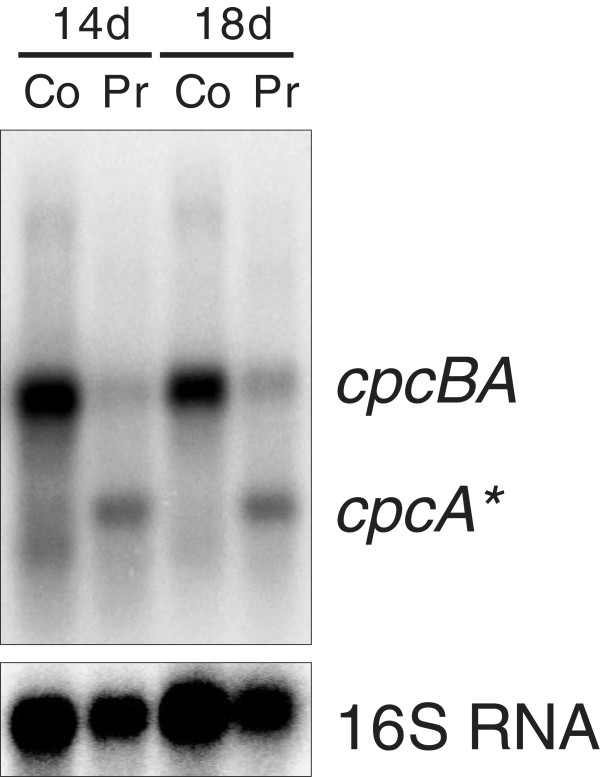
Differential accumulation of the transcripts *cpcBA *and cpcA* in the ethanol producer (Pr) and non-producer control strains (Co) of *Synechocystis *6803, after 14 or 18 days of cultivation in Crison photobioreactors. For loading control, blots were hybridized with a probe against the 16S rRNA.

In order to investigate the possibility of differential transcription of cpcA* from a hitherto undescribed alternative promoter, comparative 5′RACE analysis was conducted, using total RNA from producer and control strains as separate templates. This analysis yielded a 5′ end located 40 nt downstream of the *cpcA* start codon. As cpcA* is lacking the start codon it cannot become translated to give rise to the phycocyanin α subunit, but is very likely non-functional as an mRNA. As the signal leading to this result was not enhanced by treatment of the RNA with tobacco acid pyrophosphatase (TAP) (not shown), it could not result from activation of an unknown TSS but from the cleavage of a longer transcript. We propose therefore that the differential accumulation of *cpcB* and *cpcA* transcripts resulted from a post-transcriptional processing event leading to the strong reduction in *cpcB* mRNA level and the accumulation of a 5′ truncated *cpcA* mRNA, called here cpcA*. Western blot analysis as well as zinc-enhanced bilin fluorescence further demonstrated distinctly lower accumulation of the phycocyanin subunits alpha and beta in the EtOH-producing strains compared to the control (Figure 6). We conclude that the observed specific processing of the *cpcBA* mRNA led to the strongly reduced levels of alpha and beta phycocyanin subunits and was likely causative of the reduction in the light harvesting apparatus observed on spectroscopy (Figure 2).

**Figure 6:**
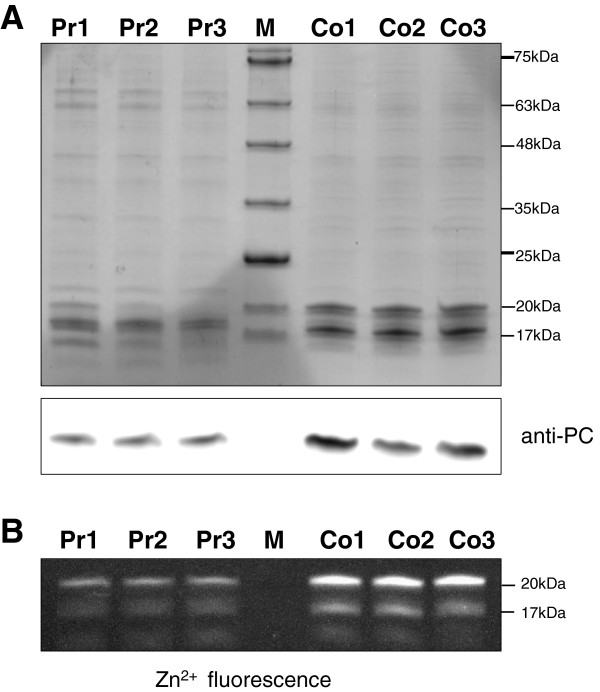
**Reduced accumulation of α phycocyanin in the producer (Pr1-3) in comparison to the control strain (Co1-3). (A)** Soluble protein extract (3 μg) from three replicate cultures for each strain were separated using a 16% Tricine-SDS polyacrylamide gel containing urea (upper panel) and subjected to western blot analysis (lower panel) using a phycocyanin-specific antibody [16]. **(B)** Zinc fluorescence of covalently attached bilins visualized on a UV transilluminator in a 16% Tricine-SDS gel. Molecular masses inferred from protein marker VI, (M; AppliChem, Darmstadt, Germany) are shown on the right. The samples were prepared at day 14 of the experiment.

### Ethanol production induces the transcription of a small part of a ribosomal gene cluster

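Genes of the ribosomal operon that begins with *rpl3* rose in the arrays labelled day 11. Of the 18 genes, 16 were higher (16 adjusted over the list alone, none lower), and the median log2 FC was 1.41. The *rpl3* gene itself rose by a log2 FC of 2.35 (SE 0.12, n = 2 per strain, adjusted p = 1.81e-07 from limma) and *rpl22* (sll1803) by 1.72 (SE 0.16, adjusted p = 1.53e-05). The genes *rpl24* (sll1807) and *rpl2* (sll1802) rose by 1.86 (adjusted p = 3.06e-07) and 1.84 (adjusted p = 6.73e-07), each with 1 of 2 control arrays well above background. No change was called for *rpl16* (sll1805; 0.27, adjusted p = 0.269). At day 7, 8 of the 18 were higher and none lower (11 adjusted over the list alone, median 0.37). There *rpl2* was at least 1.82-fold and *rpl3* at least 1.66-fold higher, since neither was well above background in the control strain; their log2 FC was 0.18 and 0.22 with the authors' values. At day 4, 3 were higher and 6 lower (3 and 8 adjusted over the list alone), and under the label day 18, 4 were higher and 1 lower (4 and 0 adjusted over the list alone). The *secY* gene (sll1814) downstream of the operon had a log2 FC of −0.058, 0.25, −0.029 and −0.20 under the 4 labels (adjusted p = 0.725, 0.278, 0.862 and 0.209). With camera the operon had an adjusted p of 1.76e-11 under the label day 11, 8.62e-10 at day 7, 0.209 under the label day 18 and 0.734 at day 4, where the median of its genes lay below 0 and the mean and the test above. With an estimated correlation the adjusted p was 0.0821 under the label day 11 and 0.0915 at day 7. The rises of *rpl2* and *rpl3* at day 7 were lost in a fit to the arrays of that day alone (adjusted p = 0.0575 for both, range 0.000285 to 0.09 and 0.00235 to 0.0575). The median of the 18 genes in the arrays labelled day 18 was 0.15, and −0.22 with normexp background correction. The authors' values gave a median of 0.37 under the label day 11.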

One of the most prominent differences detected in the microarray analysis was the accumulation of a specific transcript within a large operon of around 9 kb encoding 18 different ribosomal proteins (genes *sll1799-sll1813*, *ssl3432*, *ssl3436* and *ssl3437*; *rpl3-4-23-2-rps19-rpl22-rps3-rpl16-29-rps17-rpl14-24-5-rps8-rpl6-18-rps5-rpl15*). This operon is followed by the *secY* gene, similar to the situation in *Escherichia coli*, where it is part of the *spc* operon of ribosomal proteins [17]. The major TSS of this operon in *Synechocystis* 6803 is located 337 nt upstream of the *rpl3* gene [11], whereas the *secY* gene is transcribed from a separate TSS. Here, we detected with three out of four microarray probes covering the *rps8* gene a significantly higher transcript accumulation in the producer strain than in the control (Figure 4B; log_2_ fold changes between 1.44 and 2.59, Table 1). Northern blot analysis using a single-stranded RNA probe against the *rps8* mRNA detected a transcript of about 350 nt. Its 5′ end was located by 5′RACE to a small window 91 to 96 nt upstream of the *rps8* start codon, close to the stop codon of the preceding gene *rpl5* (Figure 7). The *rps8* gene itself is 402 bp long, suggesting that the specific transcript that accumulates in the producer strain, called here rps8*, does not cover the open reading frame (ORF) over its entire length. Indeed, in the microarray analysis the 3′ end of *rps8* mRNA seems not to accumulate to a higher level during ethanol production (Figure 4B). Thus, rps8* is not competent for the synthesis of a full-length Rps8 protein.

**Figure 7:**
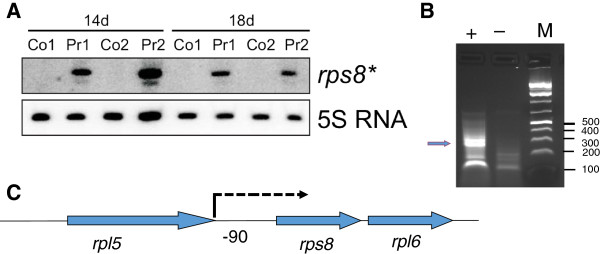
Accumulation of rps8*, an internal transcript within the *rps8/spc *operon covering part of the *rps8 *gene and the *rpl5-rps8 *intergenic spacer. (A) Accumulation of rps8* in the ethanol producer (Pr1 and Pr2) but not in the control strain (Co1 and Co2) after 14 and 18 days of cultivation in Crison photobioreactors. Total RNA was isolated from duplicate cultures, blotted and hybridized with a strand-specific RNA probe antisense to the *rps8* sequence. For loading control, blots were hybridized with a probe against the 5S rRNA. **(B)** 5′RACE mapping of rps8* 5′ ends revealed an initiation of transcription 91 to 96 nt upstream of the *rps8* start codon; plus sign (+) indicates treatment of RNA samples with tobacco acid pyrophosphatase; minus sign (−) indicates mock treatment. The bands excised for cloning and sequence analysis is indicated by the arrow. **(C)** Location of rps8* (arrow) within the *rps8/spc* operon.

## Discussion

The generation of microbial producer strains for the sustainable and economically feasible production of biofuels through photosynthetic processes is considered a challenging topic of research. Here we used a full transcriptome microarray developed on the basis of previous RNAseq and dRNAseq analyses [11] for the model cyanobacterium *Synechocystis* 6803. In contrast to previous studies in which a massive stress response was reported upon the external application of ethanol [8,9] we used a producer strain in which the ethanol was produced by an intracellular metabolic process. Our results demonstrate the host response on the internal ethanol synthesis to be unexpectedly narrow. In contrast to a comprehensive stress response, we identified mainly minor changes in transcript levels.

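Few genes of the stress lists passed at day 7, but only 4.99% of all tested mRNAs were called on that day. A low count there is thus not particular to these lists. The share of mRNAs called was 41.1% at day 4, 46.2% under the label day 11 and 34% under the label day 18. Of 20 genes of heat shock proteins and proteases, 1 was lower and none higher (3 lower adjusted over the list alone), the chaperonin gene *groES* (slr2075) at a log2 FC of −0.47 (SE 0.12, n = 2 per strain, adjusted p = 0.0307 from limma). With the label day 18, 5 were lower and none higher (3 lower adjusted over the list alone), among them the membrane protease genes *ftsH4* (sll1463; −0.88, SE 0.12, adjusted p = 0.000194) and *ftsH2* (slr0228; −0.74, SE 0.10, adjusted p = 0.000222). Of 8 oxidative stress genes, 1 fell at day 7 (2 adjusted over the list alone), the peroxiredoxin gene *prxII* (sll1621; −0.61, SE 0.11, adjusted p = 0.00668). With camera the adjusted p was 0.00915 at day 7 and 0.0347 under the label day 18 for heat shock proteins and proteases, and 0.00661 at day 7 for oxidative stress. With an estimated correlation the adjusted p was 0.354, 0.386 and 0.233, so that none of these lists passed. Set against mRNAs alone, heat shock proteins and proteases lost their call under the label day 18 (adjusted p = 0.201 from camera). At day 4, 2 heat shock genes were higher, with the highest log2 FC at 0.96, and 8 lower (2 and 8 adjusted over the list alone). For the label day 11 it was 3 higher, with the highest at 1.56, and 3 lower (3 and 2 adjusted over the list alone), and the list had an adjusted p of 0.781 and 0.998. Of the oxidative stress genes, 6 were lower at day 4 (6 adjusted over the list alone), 3 lower and 1 higher under the label day 11 (3 and 1 adjusted over the list alone) and 4 lower and 1 higher under the label day 18 (4 and 1 adjusted over the list alone). Their list did not pass there (adjusted p = 0.0556, 0.178 and 0.145), and at day 4 it passed with quantile normalization (adjusted p = 0.0385). Several other lists passed under none of the 4 labels. The adjusted p was at least 0.128 for salt acclimation and for the sigma factors of groups 2 and 3, 0.101 for high light inducible proteins, 0.143 for glycolysis and the pentose phosphate pathway and 0.167 for phycobilisome degradation. It was at least 0.229 for iron storage, 0.253 for glycogen metabolism, 0.262 for copper homeostasis and 0.268 for pyruvate metabolism and fermentation. Salt acclimation passed under the label day 11 with quantile normalization (adjusted p = 0.0496, range over the alternatives 0.0496 to 0.386). The call of *groES* at day 7 was lost with the authors' values (adjusted p = 0.0503, range 0.0198 to 0.201) and that of *prxII* in a fit to the arrays of the day alone (adjusted p = 0.13, range 0.00348 to 0.13). From its microarray results the paper concludes that the response of the host to internal ethanol synthesis was narrow.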

We detected a post-transcriptional regulatory component, involving a previously unknown RNA processing event in the *cpcBA* operon, leading to the generation of a truncated version of the *cpcA* transcript (cpcA*) by cleavage of the longer transcript at a specific position. According to its sequence, cpcA* is most likely not coding for a protein as it is 5′-truncated with regard to the *cpcA* reading frame and is interrupted by multiple stop codons in the other two reading frames. Discoordinated operon expression is frequently linked to the activity of regulatory small RNAs [18,19]. Recently, the successful metabolic engineering of *E. coli* was reported using synthetic small regulatory RNAs [20]. However, a native process that induces specific processing of the *cpcBA* operon mRNA and is leading to a translational nonfunctional cpcA* transcript is currently not known, nor is the possible function of cpcA*.

The second truncated mRNA that appeared specific for the ethanologenic conditions was rps8*. The protein Rps8 plays a major role in assembly of the 30S ribosomal subunit through interaction with 16S rRNA [21] as well as in the autoregulatory control of ribosomal protein expression from the *spc* operon in *E. coli*[22-24]. Although this operon is much longer in *Synechocystis* 6803 (effectively constituting a fusion of the S10 and *spc* operons known from enterobacteria), it is tempting to speculate that it plays a regulatory role as well. If so, the preceding intergenic spacer appears conspicuous with its length of 91 nt being by far the longest spacer in this 18-gene operon and constituting the 5′ UTR of *rps8*. One could speculate that this long 5′ UTR is the autoregulatory target of Rps8 in *Synechocystis* 6803 and that rps8* serves as competitive binding partner for surplus Rps8 subunits, in this way bypassing the default mechanism for autoregulatory control and allowing further Rps8 production.

In addition to the strongly responding mRNAs for *rps8* and *cpcB*, analyzed here in more detail, in total 240 transcripts were identified that showed mainly minor, but significant expression changes at some point during the experiment. Among these transcripts are many newly discovered transcripts not coding for protein. Some of these transcripts might be regulated by promoters that become induced or repressed at different stages of the production process. Therefore, this dataset can be used in conjunction with our previous genome-wide mapping of TSS [11] to construct expression cassettes that become active or repressed during different stages of the ethanol producing process.

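Over all features, 6379 of 8187 changed under at least 1 of the 4 labels (adjusted p under 0.05 from limma, n = 2 arrays per strain and day). In one direction under all 4 labels, 182 features changed, 55 of them mRNAs. In the mean over the 4 days, 4085 features differed between the strains, 1923 higher and 2162 lower in the producer strain. A log2 FC of at least 0.9 in size under at least 1 label was reached by 2115 features, of which 1643 were not mRNAs, and one of at least 0.7 under all 4 labels by 59. With the authors' values 345 features reached 0.9 under at least 1 label. In the mean over days 4 and 7 alone, 1651 features differed, an alternative chosen after the data were seen. For 356 features, 1 strain was not well above background in the arrays labelled day 18, so that their fold change there is a bound.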

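Under the label day 18, more features were called higher than lower in 4 classes. Of 681 untranslated regions, 330 were higher and 45 lower (adjusted p under 0.05 from limma, n = 2 per strain). Of 1630 antisense RNAs, 512 were higher and 192 lower, of 576 ncRNAs 211 were higher and 90 lower, and of 1770 internal sense transcripts 414 were higher and 358 lower. Among 3248 mRNAs, 452 were higher and 653 lower. The ncRNA NC-445 fell under all 4 labels, most in the arrays labelled day 18 (log2 FC −2.35, SE 0.15, adjusted p = 2.43e-06), where 1 of 2 producer arrays was well above background. Its log2 FC there was −0.90 with the authors' values. At day 4 it was the other way round in all 4 classes, with 48 untranslated regions higher and 263 lower, 286 and 370 antisense RNAs, 44 and 237 ncRNAs and 243 and 595 internal sense transcripts. The antisense count of that day became 352 higher and 269 lower with quantile normalization and 362 and 306 with the authors' values. Of the 4 classes, the internal sense transcripts alone turned under the label day 18 with a scaling tried, to 361 higher and 458 lower with normexp background correction.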

## Conclusions

High ethanol production rates were obtained in engineered strains of *Synechocystis* 6803 over 18 consecutive days in fully automated PBRs. The physiological effects of high ethanol production include a delay in biomass accumulation, downregulation of light-harvesting capacity and the development of a bleaching phenotype. Microarray-based RNA profiling revealed a highly specific stress response, involving differential accumulation levels of only 31 mRNAs and a small number of non-coding RNAs. The molecular basis for the observed physiological effects of ethanol overproduction consists of a specific RNA processing event in the major light-harvesting operon encoding the phycocyanin subunits α and β. Thus, the molecular responses of engineered cyanobacteria upon sustained ethanol production are specific and appear well manageable for desired long-term cultivation.

## Materials and methods

### Culture media and growth conditions

The ethanologenic Pr strain #309 of *Synechocystis* 6803 and the isogenic wild-type Co strain #621 were cultivated in triplicate for 19 days in optimized PBRs containing 0.5 L BG11 medium [25] supplemented with 2 mM TES, 35 g/L instant-ocean seawater salts (Aquarium Systems Inc., France) and 10 μg/mL gentamycin. The lid was fitted with ports for incoming pH-, dissolved oxygen- and temperature-sensors as well as sampling ports and connections to in- and out-gas. Dissolved oxygen, pH and temperature were monitored by three-channel MultiMeter 44 devices (Crison Instruments, S. A., Barcelona, Spain). Cells were grown under day-night cycle conditions with a 12-h photoperiod. The light intensity was successively adapted to the increasing cell density (approximately 100 μmol photons m^-2^ s^-1^ per OD_750_ unit) and reached a maximum value of 1,000 μmol photons m^-2^ s^-1^. The culture temperature was controlled in a day-night cycle with 35°C daytime and 25°C night-time temperature. During the 12-h photoperiod, the liquid phase was discontinuously aerated with CO_2_-enriched air (10% CO_2_), pH-dependent and computer-controlled. At a culture pH above 7.35, the aeration started and incoming air flow ceased at a pH below 7.25. There was no aeration of the culture at night. Cells were constantly mixed by stirring with a magnetic stir bar (7 cm length) at 250 rpm. Samples from discrete stages of cultivation were subsequently subjected to microarray (transcriptome) analysis. Furthermore, growth, ethanol accumulation and pigment profiles were monitored over the cultivation period.

Induction of ethanol synthesis from the *petJ* promoter in #309 was triggered by centrifugation and resuspension of pre-cultures in copper-free medium. Thereby, pre-cultures of OD_750_ = 7 to 8 were diluted to a final OD_750_ of 2 (equivalent to about 10 mg chlorophyll * L^-1^) and subsequently divided into triplicates. In order to maintain maximal ethanol production, nutrient limitations were counter-steered by proportionate supplementation of a 100× nutrient concentrate when the nitrate concentration was below 50% of the BG11 concentration (determined with Quantofix Nitrate/Nitrite, Macherey-Nagel, Düren, Germany).

### Ethanol producer strain and quantification of ethanol accumulation

For generation of the ethanologenic strain #309, initially the dicistronic *pdc-adhII* cassette was *Eco*RI/*Bam*HI cut from plasmid pCB4-LR(TF)pa [2] and fused at its 5′ end (via *Eco*RI) to the promoter P*petJ* from *Synechocystis* 6803. The *Z. mobilis adhII* gene was replaced by the AdhA-encoding ORF *slr1192* from *Synechocystis* 6803 (*synADH*) via *Sac*I/*Pst*I. In the final construct [see Additional file 2], the ethanologenic cassette is integrated via *Sal*I/ *Pst*I into the self-replicating plasmid pVZ325, which is a derivative of pVZ321 [26] with an additional spectinomycin/streptomycin (Sp/Sm) resistance cassette (from pRL277 [27]), introduced into the *Xba*I site (resulting in pVZ321B) and a gentamycin (Gm) resistance cassette (from pVZ322 [26]), replacing the original kanamycin resistance cassette via *Cla*I/ *Xho*I. Plasmid pVZ325 was used for generating the empty-vector-control strain #621.

Primers used for cloning were:

synADH-fw: 5′-ATGAGCTCTCTGGATAAAACTAATAAAC -3′

synADH-rev: 5′- ATCTGCAGATCGAATGTCAAGCTTTCC -3′

PpetJ-fw: 5′- GTCGACGGGAATTGCTCTGGCAAC -3′

PpetJ-rev: 5′- GAATTCATTAGTTCTCCTTTCAAGG -3′

Gm-fw: 5′- ATCGATGCTCGAATTGACATAAGC -3′

Gm-rev: 5′- ATCGATGCTCGAATTGACATAAGC -3′

Quantification of ethanol in the liquid phase was accomplished by head-space gas chromatography (GC) using a Shimadzu GC-20104 gas chromatograph, with a medium-bore capillary column (FS-CS-624, length 30 m; I.D. 0.32 mm; film 1.8 μm; Chromatographie Service GmbH, Germany) and a flame ionization detector (FID). For analysis, 0.5 mL of culture were transferred into 20-mL GC vials for headspace autosampling (Shimadzu PAL LHS2-SHIM/AOC-5000) with screwed silicone-septum caps. For generation of a calibration curve, 0.5 mL calibrator solutions of 0.0125, 0.025, 0.059, 0.5, 1.0, 2.0, 3.0, 4.0, 5.0 and 10.0 mg*mL^-1^ ethanol were measured.

### Absorption spectra and determination of the chlorophyll content

Absorption spectra of whole cells were recorded using an UV-2450 PC UV–vis spectrophotometer (Shimadzu Deutschland GmbH, Duisburg, Germany). Chlorophyll contents were measured by spectrophotometry after extraction in 90% methanol [28].

### RNA preparation and northern blot hybridization

Samples from discrete stages of cultivation (as labelled in Figure 1) in PBRs were immediately quenched on ice and spun down at 0°C. RNA isolation and northern blot hybridization were performed essentially as described previously [29]. For analysis of the approximately 300-nt *rps8* transcript, total RNA was separated by electrophoresis using urea-polyacrylamide gels (8% acrylamide-bisacrylamide, 19:1; 8.3 M urea; 1× TBE (Tris-Borate-EDTA buffer) and transferred to nylon^+^ membranes using the Trans-Blot SD Semi-Dry Electrophoretic Transfer Cell (Biorad, Munich, Germany). The RNA probe for detection of *rps8*-specific transcripts was prepared using *in vitro* transcription with the MAXIscript kit (Invitrogen, Darmstadt, Germany) from a T7 promoter containing PCR fragment, which was amplified with the primer pair rps8-S-for 5′-ATGGCTTCAACAGACACAATTTC-3′ and T7-rps8-S-rev 5′-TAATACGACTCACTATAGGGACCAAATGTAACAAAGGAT-3′. The respective probe for the detection of *cpcA* transcripts was generated using the primers cpcA-fw: 5′- CAAACCCAAGGCAACAACTT −3′ and cpcA-T7: 5′- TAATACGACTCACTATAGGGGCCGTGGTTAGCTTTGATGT - 3′.

### Analyses by 5′RACE

The analyses of RNA primary and secondary 5′ ends followed previously established protocols [30] with the following modifications. For determination of TSS and RNA 5′ ends, 0.65 μg (for cpcA*) and 2.00 μg (for rps8*) of total RNA were subjected to Turbo DNase (Life Technologies, Darmstadt, Germany) digestion, followed by tobacco acid pyrophosphatase (TAP) treatment (Epicentre) and 5′-RNA linker addition using T4 RNA ligase (Epicentre, Madison, Wisconsin, U.S.). Two different oligonucleotides were used as 5′-RNA linkers, li1 in the case of cpcA* and adapterB in the case of rps8*. Synthesis of cDNA was performed with Superscript III reverse transcriptase (Life Technologies) using primers cpcA_R1 or rps8-R1, respectively. For the PCR amplification the RNA-linker-specific primers, Anchor-P1a’ (for cpcA*) or antiadapterB-fw (for rps8*) as well as primer cpcA_R2 or rps8-R1 were used. For the rps8* amplification, a second PCR with nested primers rps8-R2 and antiadapterBII-fw was performed. All reactions were carried out in accordance with the manufacturers’ recommendations.

The following oligonucleotides were used:

li1: 5′- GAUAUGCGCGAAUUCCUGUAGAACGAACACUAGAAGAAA −3′

adapterB: 5′ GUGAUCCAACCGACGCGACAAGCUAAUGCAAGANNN-3′

cpcA_R1: 5′- ATTGTCGGTCAGAGCTTTAG −3′,

cpcA_R2: 5′- TGCAAACCAGCATTAGCTTG −3′,

rps8-R1: 5′- ACCAAATGTAACAAAGGATTTCGCC

rps8-R2: 5′- CCTTCGCCGGTTTCAGAGT

Anchor-P1a′: 5′-CGAATTCCTGTAGAACGAACACTAGAAG-3′

antiadapterB-fw: 5′- TGATCCAACCGACGCGAC

antiadapterBII-fw: 5′- ACCGACGCGACAAGCTAATGC

### Gene expression microarray

The microarray design, hybridization procedure and data analysis have been described previously [11,12]. The microarray data are available in the database [GEO: GSE49552].

### SDS PAGE and immunoblot analyses

Soluble extracts of *Synechocystis* 6803 were prepared as described [31]. Proteins were separated by Tricine SDS-PAGE [32] using gels containing 6 M urea and transferred by electrophoresis onto nitrocellulose membranes. Blot membranes were incubated with specific primary antibodies and then with a secondary antibody (goat anti-rabbit IgG-peroxidase conjugate) (Sigma). Immunolabelled bands were visualized using the Immobilon western membrane chemiluminescence system (Millipore, Bedford, MA, USA). For detection of Zn^2+^ -induced fluorescence a 16% Tricine SDS-PAGE without urea containing 1 mM zinc acetate was used.

## Abbreviations

ADH: alcohol dehydrogenase; AsRNA: antisense RNA; Chl a: chlorophyll *a*; Co: control strain; FC: fold change; GC: gas chromatography; Gm: gentamycin; ncRNA: non-coding RNA; OD: optical density; ORF: open reading frame; PBR: photobioreactor; PDC: pyruvate decarboxylase; PR: producer strain; TAP: Tobacco acid pyrophosphatase; TSS: transcriptional start site; UTR: untranslated region; WT: wild type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

DD, JG, TA, LJ, EK and UD carried out the experimental analyses. DD, JG, AW and WRH participated in the microarray data analysis and drafted the manuscript. DD, JG, TB, AW, UD, HE and WRH conceived of the study, and participated in its design and coordination. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Genome-wide overview on the log**_**2**_**-normalized expression values (left scale) from the microarray analysis of the producer strain versus control as indicated by the coloured lines.** Both strands are shown with the location of annotated genes (blue boxes), 5′-UTRs (light grey), internal sense RNAs (light blue), asRNAs (red) and intergenic ncRNA genes (yellow). The normalized log_2_ expression values obtained by microarray analyses (normalized expression of biological duplicates A1 and A2 in two technical duplicates each) are plotted for each probe as bars in blue (producer A1 and A2, with increasing colour intensity from t_o_ to t_4_) or green (control incubation, with increasing colour intensity from t_o_ to t_4_). The scale for the microarray data is given at the left y-axis. For comparison, the numbers of RNAseq reads from previous transcriptome analyses under standard conditions [11] are plotted (dark grey, primary reads; light grey, secondary reads). Click here for file

Additional file 2: Figure S1 Ethanologenic plasmid pVZ325-PpetJ-PDC-synADH of producer strain #309. Non-ethanologenic empty-vector-control plasmid pVZ325 of control strain #621. Click here for file

# Supplementary material for: Transcriptomic response to prolonged ethanol production in the cyanobacterium Synechocystis sp. PCC6803
**Source:** Biotechnol Biofuels. 2014 Feb 6;7:21. doi: 10.1186/1754-6834-7-21
**Supplement:** Additional file 2: Figure S1 — Ethanologenic plasmid pVZ325-PpetJ-PDC-synADH of producer strain #309. Non-ethanologenic empty-vector-control plasmid pVZ325 of control strain #621.

Additional File 2

Additional Figures

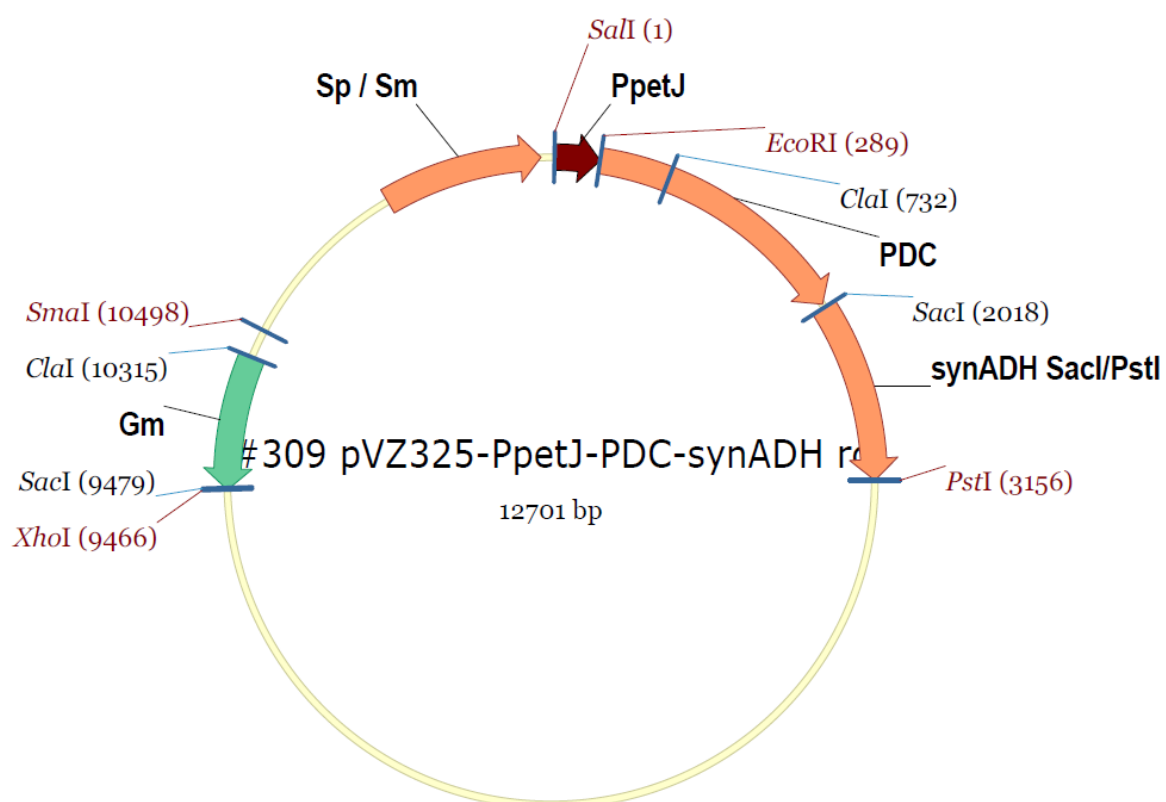

Figure 1. Ethanologenic plasmid pVZ325-PpetJ-PDC-synADH of producer strain #309.

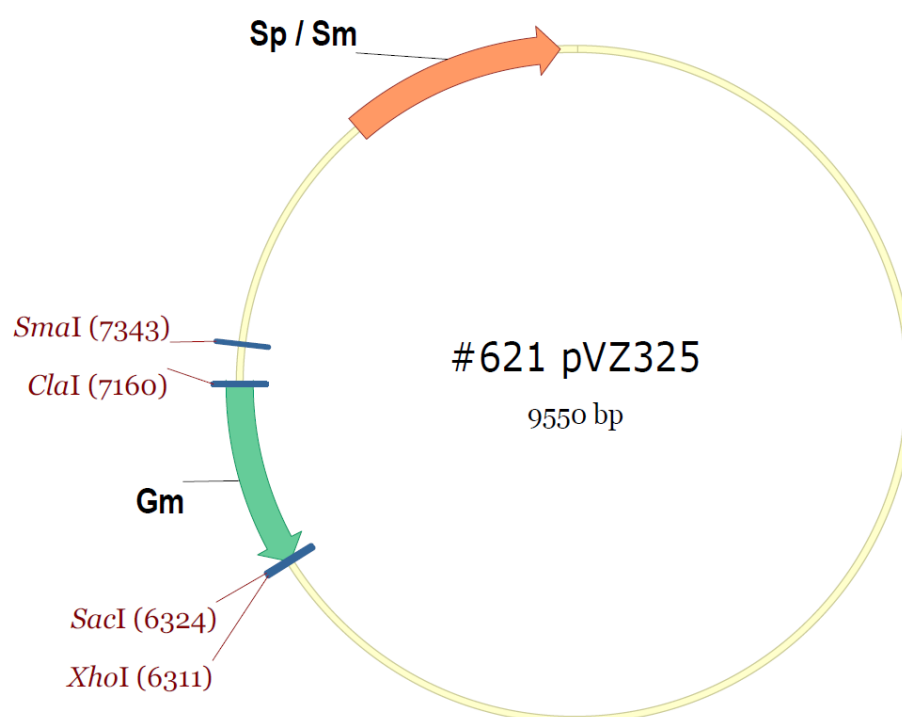

Figure 2. Non-ethanologenic empty-vector-control plasmid pVZ325 of isogenic control strain #621.

How the deposited data were processed for this re-analysis (not part of the article)

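RNA from the ethanol producer strain and the control strain of *Synechocystis* was measured by the authors on 16 custom 1-colour arrays, with 2 replicate cultures per strain on each of 4 days. The deposited intensity values are those the authors' scanner software (Agilent Feature Extraction 10.7.3.1) wrote for each spot, as raw median and as background-subtracted signals, per the file headers. The deposited log2 values are the authors' processed values, one per spot and array. Their ranks within an array equal those of the raw median signal of the spots. They were rebuilt to within 0.19 by quantile normalization of the log2 of that signal with no background subtracted.

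The log2 values analysed here were computed from the background-subtracted intensity that the authors deposited. Control spots were left out, which left 40886 spots for 20363 probes and 8830 features. The 75th percentile of each array was subtracted, the spots of a probe were averaged, and so were the probes of a feature. A feature was tested if it had a probe well above background, by the scanner's own test, on both arrays of at least 1 group. This kept 8187 features and left out 643. No spot was saturated. The number of arrays, not the depth of each, limits the precision.

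The strains were compared on each day with limma 3.58.1 in R 4.3.3, in a model with 1 mean for each strain and day, with adjustment by Benjamini and Hochberg over the tested features and a threshold of 0.05. The prior had 3.87 degrees of freedom and the residual 8. A second test asked whether the difference between the strains depended on the day, and a further test compared the means of the cultures over the days. Arrays of a strain with one replicate number were taken as one culture, which the sample labels do not state. The difference within an array between 2 genes was tested by an exact permutation of the strain labels within days. Some results planned before are not reported here. The limits of 0.9 and 0.7 on the log2 scale and of 4-fold are the paper's. Gene lists were tested with camera at a preset correlation of 0.01 and adjusted over 96 tests of 24 lists on 4 days. They covered the phycobilisome and its degradation, both photosystems, the cytochrome b6f complex and electron carriers, ATP synthase, copper homeostasis, RuBisCO and the carboxysome, inorganic carbon uptake, iron acquisition and storage, the ribosomal operon that begins with *rpl3*, other ribosomal proteins, heat shock and proteases, oxidative stress, high light inducible proteins, sigma factors, pyruvate metabolism and fermentation, glycolysis, glycogen, nitrogen, phosphate, salt acclimation and pigment synthesis.

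The transcripts named in the text were chosen by a rule with 4 parts, set with the gene lists and the alternatives listed first below before the data were examined. They are the transcripts in Table 1 and those the paper's text names, whose values in the paper had been seen. To these come, per day, the 10 mRNAs with the largest rise and the 10 with the largest fall among those that passed the test with the 2 producer arrays on one side of the 2 control arrays, and at day 18 the 5 other features with the largest rise and the 5 with the largest fall. The last part is the 2 to 4 members of a gene list with the smallest adjusted p on the day described. Not every transcript that met the rule is named.

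Day names are those on the deposited arrays. The values on the arrays labelled day 11 and day 18 match Table 1 only when these 2 labels are exchanged. The labels were kept.

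The alternatives were quantile normalization, normexp background correction with an offset of 50, the authors' processed values, no filter on dim features, a filter for features well above background on all 16 arrays, the median of the probes, a prior with an intensity trend and robust estimation, fits to the arrays of each day alone, the culture as a random block, a block for the replicate number, each array left out in turn, the days 7, 11 and 18 alone, adjustment over mRNAs alone, and the limit without the test. For the gene lists an estimated correlation was also used. Alternatives chosen after the data were seen were days 4 and 7 alone, the labels day 11 and day 18 exchanged, with and without the authors' values, and lists set against mRNAs alone. The procedure was tested on simulated data with 50 changed features at each of 4 sizes. Growth, pigment, northern blot, 5′ end mapping and protein data were not analysed here.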

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

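The tests of the scaling and of the mRNA share of stable RNA, and of the day labels and the processing behind Table 1 were chosen after the results were seen; that of compressed bright signals was set beforehand.

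The difference between the strains depended on the day for 4293 features, and it differed between the arrays labelled day 11 and day 18 for 460, by tests of the difference itself. The arrays of these 2 labels, like those of the other days, lay on different slides, so day and slide cannot be told apart. Between these labels the log2 FC differed by −5.04 for sll0477-as2 (adjusted p = 2.05e-07 from limma), −3.49 for *futA2* and 3.85 for NC-184. The paper's values of Table 1 for days 11 and 18 lay within 0.1 of the authors' processed values for 24 of 24 with these 2 labels exchanged, which fits an exchange of labels. Another processing of the values as the cause is argued against by days 4 and 7, where 23 of 24 lay within 0.1 with no exchange. Whether the names in the paper or on the arrays are the exchanged ones stays open.

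Of 44 rRNA and tRNA features, 43 were lower in the producer strain under the label day 18, 42 under the label day 11, 31 at day 4 and 0 at day 7 (limma; no feature was higher). In the same order 43, 42 and 17 were lower with normexp background correction, 1, 0 and 0 with quantile normalization and 3, 0 and 3 with the authors' values. Quantile normalization took their median log2 FC under the label day 18 from −1.05 (SD 0.12 over features) to −0.035 (SD 0.14), since it gives the brightest ranks of every array the same values. Scaling to the 75th percentile as the cause cannot be told apart from the other explanations: without it their median difference was at most 0.107 in size on any day, but leaving it out moves all features of an array alike, so that this decides nothing. The same holds for compressed bright signals, since the 25 mRNAs of matching level fell by a median log2 FC of −0.894 under the label day 11, near the −0.978 of these RNAs, but by −0.429 under the label day 18, less than their −1.05. Of these mRNAs 13 are photosynthesis genes, and the 12 others had a median of −0.746 and −0.281, a split made after the values were seen. More mRNA per stable RNA in producer cells, which would raise the median feature by 1.05 relative to these RNAs under the label day 18, stays open, since no array measured an amount of RNA per cell.

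Further signals lay outside the transcripts that the paper discusses. Apart from those that the paper gives, 14 mRNAs passed a log2 FC of 0.7 under all 4 labels. The phosphate uptake list fell at day 7 (adjusted p = 6.02e-13, limma's camera) and the nitrogen assimilation list under the label day 18 (adjusted p = 0.000931). With an estimated correlation the adjusted p was 0.0436 for phosphate uptake and 0.233 for nitrogen assimilation, whose call was lost. Of the electron carrier genes, *petE* had a log2 FC of 1.14 at day 7 and 0.32 at day 4, where it was not called (adjusted p = 0.0942). At day 4 it was called with normexp background correction and with the authors' values (adjusted p = 0.0214 and 0.0238). The log2 FC of *petJ* was −0.91 at day 7, a call lost in a fit to the arrays of that day alone (adjusted p = 0.0503), and −1.20 at day 4. Of 30 features named Spacer in set 2, 20 were higher at day 7. The ncRNA NC-445 had a log2 FC of −2.35 under the label day 18.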

How the results depend on the processing

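The exchange of the labels day 11 and day 18, the use of days 4 and 7 alone and the lists set against mRNAs alone were chosen after the data were seen; all other alternatives were planned.

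Of 142 named values, 104 kept their direction and their side of the threshold in all alternatives. Of the alternatives with 1 refit per value, fits to the arrays of each day alone, which have fewer arrays, changed most (122 kept, 18 lost their call, 2 gained one). Over all refits with 1 array left out, 2191 were kept, 73 lost their call, 7 gained one and 1 changed sign. Normexp background correction kept 128, with 8 lost and 6 gained, the authors' values 127, with 8 lost and 6 gained, and quantile normalization 135, with 6 lost and 1 gained. Among values that passed the test with the main processing or the alternative, those that changed sign were NC-181 at day 4 with the authors' values (log2 FC 0.087, −0.61 otherwise) and NC-117 at day 4 without producer replicate 1 (0.52; −1.77 without replicate 2). The cause was not tested.

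With normexp background correction, 2268 mRNAs changed under the label day 11 (260 higher, 2008 lower) and 1801 under the label day 18 (250 higher, 1551 lower), 4 features passed 4-fold, and 168 and 9 mRNAs passed the limits of 0.9 and 0.7. The authors' values gave 2, 31 and 3. At 4-fold, 17 features well above background on all 16 arrays passed, since fewer were tested. The median of probes gave 710 mRNAs past 0.9. Fits to the arrays of each day alone gave 747 mRNAs and 2251 features at day 4, 20 and 56 at day 7, and 9 mRNAs past 0.7 on all days. A block for the replicate number gave 104 mRNAs at day 7. Whether the numbers pair cultures of the 2 strains is not stated. The residuals of producer and control with one number correlated at −0.0372 to 0.0599, which cannot settle it. Those of one strain on 2 days correlated at −0.0916 to 0.174 in the producer and −0.146 to 0.251 in the control. On days 7, 11 and 18 alone, 34 mRNAs passed 0.7 on every day and 1659 features depended on the day.

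From days 4 and 7 alone, 161 mRNAs passed 0.9, 1651 features differed in the mean and 1375 depended on the day. There *cpcB* minus *cpcA* differed by −1.79 (exact permutation p = 0.0556, the smallest possible). The authors' values with the labels exchanged gave 10 features past 4-fold at day 18. Of 96 list tests 33 passed, against 1 with an estimated correlation, 29 with quantile normalization (6 lost, 2 gained), 26 with the authors' values and 32 with the replicate block. Set against mRNAs alone, 7 lost their call and 2 gained one. Lost were photosystem I, photosystem II, phosphate uptake and heat shock under the label day 18 (adjusted p = 0.175, 0.0568, 0.0521 and 0.201 from camera). Under the label day 11 the lost ones were ATP synthase, inorganic carbon uptake and pigment synthesis (adjusted p = 0.054, 0.0549 and 0.0809). Those gained were both ribosomal lists under the label day 18 (adjusted p = 0.023 and 0.0243).

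With each array left out in turn, a lone array was assumed to vary like the other groups. The features changed ranged from 2533 to 3691 at day 4, 241 to 825 at day 7, 2861 to 4118 under the label day 11 and 2273 to 3602 under the label day 18. The mRNAs ranged from 909 to 1336, 73 to 178, 1024 to 1547 and 644 to 1184. Past 4-fold there were 60 to 82 features, past 0.9 447 to 553 mRNAs and past 0.7 14 to 18. In the mean over days 3214 to 4197 features differed, and 3529 to 4324 depended on the day. The within-array difference was −1.71 to −1.66 for *cpcB* minus *cpcA*. At day 7, 73 mRNAs and 241 features were left without producer replicate 1, 92 and 392 without producer replicate 2, and 78 and 288 without control replicate 2. Under the label day 18, 644 mRNAs and 2273 features were left without producer replicate 1, and 730 mRNAs without control replicate 1.

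The balance at day 4 shifted with the scaling: 969 features were higher and 2628 lower, against 1460 and 1757 with quantile normalization and 1673 and 1915 with the authors' values. Under the label day 18, 1584 were higher and 2622 lower with normexp, against 1947 and 1465. Dim features limit what can be seen, since 46.1 to 83.3% of spots were well above background.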

Differences from the paper's values

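The labels day 11 and day 18 exchanged, alone and with the authors' values, and the comparison of *rpl28* with other mRNAs were tests chosen only after the values were seen. A paper's value counts as met where the sign was the same and the difference was within the SD between arrays (for a count, within 1.5 times). That SD is the root of the summed variances of the 2 strains in the values of the main processing, and it was used for every alternative. Alternatives are those set before the data were examined, and those not named beside a transcript did not meet the paper's value.

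For slr1295-int1 the paper's log2 FC at days 11 and 18 was −0.34 and −3.13, and it was −3.83 and −0.46 here. No alternative met these. For slr1295-int3 the paper's log2 FC at days 11 and 18 was −0.38 and −3.09, and it was −3.75 and −0.38 here. No alternative met these. For sll1198-as1 the paper's log2 FC at days 4, 11 and 18 was −1.00, −0.26 and −2.98, and it was −1.37, −3.72 and −0.29 here. For sll1198-as1 the paper's values were met at day 4 with normexp background correction, the authors' values, without producer replicate 1 and without control replicate 1, and by no alternative at day 11 and day 18. For sll0477-as2 the paper's log2 FC at days 4, 7, 11 and 18 was −0.43, −0.86, 0.67 and −2.77, and it was −0.78, −1.25, −3.70 and 1.34 here. For sll0477-as2 the paper's values were met at day 4 with the authors' values, and at day 7 with the authors' values, and by no alternative at day 11 and day 18. For *cpcB* the paper's log2 FC at days 4, 7, 11 and 18 was −1.97, −2.54, −2.16 and −2.15, and it was −2.45, −2.74, −2.56 and −2.53 here. For *cpcB* the paper's values were met at day 4 with quantile normalization and the authors' values, and at day 7 with the authors' values, and at day 11 with quantile normalization, normexp background correction and the authors' values, and at day 18 with the authors' values. For *adhA* the paper's log2 FC at days 4, 7, 11 and 18 was 1.95, 1.85, 1.49 and 1.82, and it was 3.39, 2.85, 2.78 and 2.14 here. For *adhA* the paper's values were met at day 4 with the authors' values, and at day 7 with the authors' values, and at day 18 with normexp background correction, and by no alternative at day 11. For NC-117 the paper's log2 FC at days 4, 11 and 18 was 0.10, 0.83 and 1.93, and it was −0.62, 2.18 and 0.93 here. For NC-117 the paper's values were met at day 4 without producer replicate 1, and by no alternative at day 11 and day 18. For slr1418-int2 the paper's log2 FC at days 7, 11 and 18 was 0.34, −0.56 and 2.03, and it was 0.49, 2.06 and −0.65 here. For slr1418-int2 the paper's values were met at day 7 with quantile normalization, normexp background correction, the authors' values, without producer replicate 1 and without control replicate 1, and by no alternative at day 11 and day 18. For NC-184 the paper's log2 FC at days 4, 11 and 18 was 0.22, −0.25 and 2.06, and it was 0.51, 3.32 and −0.54 here. For NC-184 the paper's values were met at day 4 with normexp background correction, the authors' values and without control replicate 1, and by no alternative at day 11 and day 18. For slr0254-as2 the paper's log2 FC at days 4, 7, 11 and 18 was 0.45, 0.31, −0.22 and 2.72, and it was 0.88, 0.50, 4.39 and −0.33 here. For slr0254-as2 the paper's values were met at day 4 with normexp background correction, the authors' values, without producer replicate 1 and without control replicate 1, and at day 7 with the authors' values, and by no alternative at day 11 and day 18. For slr1897-5′UTR the paper's log2 FC at days 4, 7, 11 and 18 was 2.28, 1.90, 2.58 and 3.29, and it was 3.02, 3.08, 4.13 and 3.55 here. For slr1897-5′UTR the paper's values were met at day 4 with the authors' values, and at day 7 with the authors' values, and by no alternative at day 11 and day 18. For *rpl28* the paper's log2 FC at days 11 and 18 was 1.14 and 1.19, and it was −1.17 and −0.31 here. No alternative met these. For *psaC* the paper's log2 FC at days 11 and 18 was −0.92 and −1.15, and it was −1.70 and −1.39 here. No alternative met these. For *futA2* the paper's log2 FC at day 18 was −1.61, and it was −0.37 here. No alternative met it. For NC-181 the paper's log2 FC at day 18 was −1.43, and it was 0.15 here. No alternative met it.

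With the labels day 11 and day 18 exchanged, which was chosen after seeing the values, the authors' values lay within the SD of 28 of 30 of the paper's log2 FC for these days, all but the 2 of *rpl28*, and the values computed here within that of 6. For *rpl28* the authors' values were −0.94 and −0.25, and the 1 mRNA whose authors' values came within 0.06 of the paper's 2 values with the labels exchanged, a comparison made after seeing the values, was *rbcL* (slr0009; 1.20 and 1.14).

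Past a log2 FC of 0.9 the paper gives 31 mRNAs, 14 of them higher and 17 lower, and 472, 228 and 248 were found here; the paper's counts were met with the authors' values (31, 13 and 18) and by no other alternative. On all 4 days the paper gives 3 mRNAs past a log2 FC of 0.7, and 17 were found here, with 3 from the authors' values and no other alternative within 1.5 times. At day 18 the paper gives 10 features past 4-fold, and 66 were found here. No alternative set before the data were examined met that count, and the authors' values with the labels exchanged, chosen after seeing the values, gave 10.

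The paper finds most changes at day 18 and little overlap between days. At an adjusted p under 0.05 with no limit on the log2 FC, most features changed here under the label day 11 (3974), which is the paper's day 18 if these labels are exchanged. Of the mRNAs past 0.7, 747 passed on 1 day, 219 on 2, 43 on 3 and 17 on 4. From its arrays the paper treats *cpcB* as lower and *cpcA* as not lower. It adds a northern blot and 5′ end mapping, which were not analysed here. By the test on the background-subtracted values, *cpcA* fell under all 4 labels (log2 FC −1.08 at day 4), though by less than *cpcB*. Bright mRNAs outside the photosynthesis lists were lower as well, with a median log2 FC of −0.53 at day 4 for 12 of them. How much of the fall of *cpcA* is particular to it was not tested. With the authors' values the log2 FC of *cpcA* was −0.62, −0.48, −0.59 and −0.25, smaller in size than the paper's limits of 0.7 and 0.9. The call of *cpcA* was lost under the label day 18 with quantile normalization (log2 FC −0.27, adjusted p = 0.0683 from limma) and at day 7 in a fit to the arrays of that day alone (adjusted p = 0.102). For the rest of that operon it describes a rather unchanged transcription. Here *cpcC1* fell by 0.44 at day 4 and rose by 0.44 at day 7, and *cpcD* rose by 0.80 at day 7. The call of *cpcC1* at day 4 was lost with quantile normalization (adjusted p = 0.498), and both calls at day 7 in a fit to the arrays of that day alone (adjusted p = 0.138 and 0.0579).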

Other observations

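More genes of phosphate uptake were lower than higher in the producer strain under all 4 labels. Of 12 genes, 10 were lower at day 4 (10 adjusted over the list alone), 9 at day 7 (10 adjusted over the list alone), 9 under the label day 11 with 1 higher (9 and 1 adjusted over the list alone) and 6 under the label day 18 (6 adjusted over the list alone). The alkaline phosphatase gene *phoA* (sll0654) was at least 3.54-fold lower at day 4, where neither producer array was well above background. Its log2 FC was −1.07 with normexp background correction and −0.40 with the authors' values. The phosphate transport gene *pstA2* (slr1249) fell by 0.98 on the log2 scale under the label day 18 (SE 0.14, n = 2 per strain, adjusted p = 0.00022 from limma), and *pstB2* (slr1250), whose probe shares its sequence with another feature, fell by 0.89 under the label day 11 (adjusted p = 0.000125). The camera test gave an adjusted p of 0.000931, 6.02e-13, 0.00283 and 0.0129 under the 4 labels, and adjusted p = 0.233, 0.0436, 0.242 and 0.354 with an estimated correlation. Set against mRNAs alone, the list lost its call under the label day 18 (adjusted p = 0.0521).

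Of 19 genes of nitrogen assimilation, 8 were lower and 1 higher at day 7 (9 and 1 adjusted over the list alone), and 10 lower and 1 higher both under the label day 11 and under the label day 18 (10 and 1 adjusted over the list alone). The nitrate transport gene *nrtC* (sll1452) fell by 1.63 under the label day 18 (SE 0.14, adjusted p = 1.56e-05 from limma), and the ammonium transporter gene *amt1* (sll0108) by 1.03 (adjusted p = 4.18e-05). With camera the adjusted p was 1.92e-05 at day 7, 0.00132 under the label day 11 and 0.0939 at day 4, and adjusted p = 0.386 at day 4, 0.116 at day 7 and 0.233 under the labels day 11 and day 18 with an estimated correlation, so that the list then passed under no label. Of 9 ATP synthase genes, 9 fell at day 4 (9 adjusted over the list alone), 2 at day 7 (4 adjusted over the list alone), 7 under the label day 11 with 1 higher (7 and 1 adjusted over the list alone) and 6 under the label day 18 (6 adjusted over the list alone). The gene *atpH* (ssl2615), for a subunit of the membrane ring, fell by 1.22 at day 4 (adjusted p = 6.93e-06). The list had an adjusted p of 0.00011, 0.00045, 0.0156 and 0.00614, and adjusted p = 0.233, 0.242, 0.386 and 0.354 with an estimated correlation. Set against mRNAs alone with camera, it lost its call under the label day 11 (adjusted p = 0.054).

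Of 11 genes of the cytochrome b6f complex and electron carriers, 8 fell at day 4 (9 adjusted over the list alone), with the ferredoxin gene *petF* (ssl0020) at a log2 FC of −0.93 (adjusted p = 0.000216 from limma). Of 21 genes of chlorophyll and bilin synthesis, 11 fell at day 4 (11 adjusted over the list alone), with the geranylgeranyl reductase gene *chlP* (sll1091) at −0.65 (adjusted p = 0.000231), and 11 under the label day 11 (11 lower and 1 higher adjusted over the list alone). Of 12 genes of RuBisCO and the carboxysome, 3 rose at day 7 (4 adjusted over the list alone), with the shell protein gene *ccmK2* (sll1028) at 0.62 (adjusted p = 0.00476). Of 10 genes of inorganic carbon uptake, 7 fell under the label day 11 (7 adjusted over the list alone), with *cupA* (sll1734), for a carbon dioxide uptake protein, at −0.84 (adjusted p = 0.00085). These lists had an adjusted p of 0.0258, 0.0197, 0.019, 0.0074 and 0.0246, and adjusted p = 0.451, 0.386, 0.386, 0.242 and 0.478 with an estimated correlation. The authors' values ended the calls of the electron carriers (adjusted p = 0.0516, range 0.0299 to 0.451), of pigment synthesis at day 4 (0.0547, range 0.0238 to 0.386) and of carbon uptake (0.26, range 0.0231 to 0.478). Set against mRNAs alone with camera, pigment synthesis and carbon uptake lost their calls under the label day 11 (adjusted p = 0.0809 and 0.0549). The call of *ccmK2* was lost in a fit to the arrays of day 7 alone (adjusted p = 0.0797, lowest 0.00176) and that of *cupA* with the median of probes (adjusted p = 0.0556, lowest 6.06e-05); with the authors' values the log2 FC of *cupA* was −0.17.

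The 22 features named Spacer in set 2 with numbers over 10, a split chosen after the values were seen, were higher for 21 at day 4, 20 at day 7, 14 under the label day 11 and 12 under the label day 18. Their median log2 FC was 2.27, 1.56, 0.83 and 0.93. Of the 8 with numbers up to 10, 1 was higher and 4 lower at day 4. The files do not say what these features are. Of 37 Spacer features in set 1, 19 were lower and 2 higher at day 4.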
